# A Survey of Imprinted Gene Expression in Mouse Trophoblast Stem Cells

**DOI:** 10.1534/g3.114.016238

**Published:** 2015-02-23

**Authors:** J. Mauro Calabrese, Joshua Starmer, Megan D. Schertzer, Della Yee, Terry Magnuson

**Keywords:** epigenetics, imprinting, microRNAs, noncoding RNA, trophoblast

## Abstract

Several hundred mammalian genes are expressed preferentially from one parental allele as the result of a process called genomic imprinting. Genomic imprinting is prevalent in extra-embryonic tissue, where it plays an essential role during development. Here, we profiled imprinted gene expression via RNA-Seq in a panel of six mouse trophoblast stem lines, which are *ex vivo* derivatives of a progenitor population that gives rise to the placental tissue of the mouse. We found evidence of imprinted expression for 48 genes, 31 of which had been described previously as imprinted and 17 of which we suggest as candidate imprinted genes. An equal number of maternally and paternally biased genes were detected. On average, candidate imprinted genes were more lowly expressed and had weaker parent-of-origin biases than known imprinted genes. Several known and candidate imprinted genes showed variability in parent-of-origin expression bias between the six trophoblast stem cell lines. Sixteen of the 48 known and candidate imprinted genes were previously or newly annotated noncoding RNAs and six encoded for a total of 60 annotated microRNAs. Pyrosequencing across our panel of trophoblast stem cell lines returned levels of imprinted expression that were concordant with RNA-Seq measurements for all eight genes examined. Our results solidify trophoblast stem cells as a cell culture-based experimental model to study genomic imprinting, and provide a quantitative foundation upon which to delineate mechanisms by which the process is maintained in the mouse.

Genomic imprinting is an epigenetic process initiated during mammalian gametogenesis, which results in preferential expression of genes from one parentally inherited allele over the other. More than one hundred fifty imprinted genes have been identified in mammals (Williamson *et al.* 2013). As a class, these genes play important roles in development, growth, metabolism, and social adaptation (Ferguson-Smith 2011; Garfield *et al.* 2011). Defects in imprinting can cause cancer, in the form of Wilm’s tumor, and other human diseases, including Angelman, Prader-Willi, Beckwith-Wiedemann, and Silver-Russell syndromes (Butler 2009). Faithful maintenance of imprinting also plays an important role in reprogramming and maintenance of stem cell identity (Zacharek *et al.* 2011; Stadtfeld *et al.* 2012).

Genomic imprinting is critical and prevalent in the placenta, consistent with its essential role in development. Parthenogenetic embryos with no contribution from the paternal genome die early in gestation with severe defects in the trophectoderm, the pool of cells that give rise to the placenta (Surani and Barton 1983). Genomic imprinting is required in placental tissue as early as, or before, embryonic gestational day 6.5 (Clarke *et al.* 1988). Moreover, much of the tissue-specific imprinting that is known to occur is found in the placenta (Wang *et al.* 2011b; Prickett and Oakey 2012; Wang *et al.* 2013b; Court *et al.* 2014), again underscoring its importance for extra-embryonic development.

The study of genomic imprinting has helped to define paradigms of epigenetic regulation and long noncoding RNA (lncRNA) function in mammals (Barlow 2011; Ferguson-Smith 2011). For example, parent-of-origin−specific DNA methylation deposited at imprinted control regions during gametogenesis is a master regulator of imprinted states. Accordingly, genomic imprinting has served as an important model to understand the deposition, propagation, and biological function of DNA methylation in development and organismal homeostasis (Kelsey and Feil 2013). In addition to DNA methylation, several imprinted genes also require lncRNAs to propagate their allelic epigenetic states, or, are themselves lncRNAs (Lee and Bartolomei 2013). Indeed, some of the earliest lncRNAs identified, *H19* and *Kcnqot1*, are imprinted and were discovered because of their strong associations with human disease (Lee and Bartolomei 2013). The study of imprinted lncRNAs will continue to provide important paradigms as newly described lncRNAs emerge as essential regulators of diverse physiological processes.

Considering the importance of genomic imprinting in health and disease, its prevalence in placental tissue, and its paradigmatic role in defining mechanisms of epigenetic regulation and lncRNA function, it remains a high priority to develop appropriate experimental models to study the process in extra-embryonic tissues. Mouse trophoblast stem cells (TSCs) offer one such experimental framework. TSCs are *ex vivo* derivatives of the trophectodermal stem cell population that mediates implantation and gives rise to the placenta, and they provide a renewable, extra-embryonic−derived cell population free of maternal tissue contamination (Quinn *et al.* 2006). Furthermore, they are easily propagated in culture. As a result, TSCs are amenable to large-scale genomic and biochemical studies, and their transcriptional outputs can be modified via overexpression, knockdown, or precision genome-editing approaches.

Here, we profiled allele-specific gene expression via RNA-Seq in a panel of six F1-hybrid mouse TSC lines. We detected parent-of-origin (PO) biased expression of 48 genes, an equal number of which were expressed with maternal and paternal biases, respectively. Thirty-one of these were known imprinted genes, whereas 17 had not been previously reported to exhibit PO expression bias and could be considered candidate imprinted genes. Sixteen of the 48 PO-biased genes were known or putative lncRNAs. Further, six of the known imprinted genes expressed in TSCs encode for a total of 60 known microRNAs. PO biases in gene expression detected via RNA-Seq were concordant with those detected via pyrosequencing for eight genes examined across six profiled TSC lines. Our results provide a quantitative foundation upon which to dissect mechanisms that underpin PO biased gene expression in mouse TSCs.

## Materials and Methods

### TSC derivation and culture

TSCs were derived and propagated in an undifferentiated state using protocols described in (Quinn *et al.* 2006).

### RNA-Seq

Before RNA extraction with Trizol, TSC lines were passaged twice off of irradiated feeder cells. For these two passages, TSCs were cultured in 70% feeder-conditioned media plus growth factors, as described in (Quinn *et al.* 2006). At each passage after trypsinization, TSC suspensions were preplated for 30 min to deplete irradiated feeder populations. CB.1 and BC.1 RNA-Seq data were collected in Calabrese *et al.* (2012). cDNA libraries for CB.2, CB.3, BC.2, and BC.3 TSC lines were prepared in this work, from 4 µg of total TSC RNA using Kapa Biosystem’s Stranded mRNA-Seq kit, which maintains strand information and enriches for poly-adenylated transcripts via oligo dT bead purification. cDNA libraries prepared from CB.2, CB.3, BC.2, and BC.3 TSC lines were sequenced once on Illumina’s HiSeq and once on Illumina’s NextSeq500 instruments, respectively, and data were pooled per cell line to derive final allele-specific expression ratios. Total read counts obtained per TSC line were as follows: [CB.1, 69,788,067]; [CB.2, 123,636,335]; [CB.3, 135,130,738]; [BC.1, 60,678,597]; [BC.2, 123,714,166]; [BC.3, 150,370,343]. Sequence data collected as part of the present study were deposited in Gene Expression Omnibus (GEO) database under accession number GSE63968.

### Allele-specific read counts

Allele-specific read counts per gene were determined as in Calabrese *et al.* (2012). In brief, Cast single-nucleotide polymorphisms (SNPs) from Keane *et al.* (2011) were substituted into their corresponding mm9 genomic positions to create an *in silico* Cast genome, and SNP-overlapping reads that uniquely aligned to either the B6 (mm9) or Cast genomes were retained (Kent *et al.* 2002). A nonredundant list of mouse genes was annotated from the set of UCSC Known Genes as in Calabrese *et al.* (2012) via the use of the longest exemplar per gene to count allele-specific expression. In addition to The University of California Santa Cruz (UCSC) Known Genes, uniquely aligning RNA-Seq reads from CB.1 and BC.1 TSCs that did not match in strand with, or were not located within ±5 kb of, any UCSC Known Gene, were selected for clustering to approximate newly annotated transcriptional units. Units reported represent strand-matched reads falling within ±5 kb of each other. Allele-specific counts represent the total number of SNP-overlapping reads that uniquely mapped between the start and end of each gene or transcriptional unit, including intronic regions.

### Calculation of significance of PO bias

Allelic read counts for all autosomal genes were imported into edgeR and normalized using edgeR’s counts per million (CPM) metric. Only genes whose normalized allele-specific counts summed to more than 1 CPM in each of the six profiled TSC lines were tested for differential allelic expression. Differential expression between Cast and B6 alleles was tested separately in the CB.x and BC.x TSC lines, such that each group of F1-hybrid TSC lines was represented by three biological replicates: CB.1, 0.2, and 0.3 for the CB.x lines, and BC.1, 0.2, and 0.3 for the BC.x lines. Differential expression between Cast and B6 alleles within each F1-hybrid group was tested via edgeR’s generalized linear model likelihood ratio test, and *P*-values from both tests were adjusted to false discovery rates using the Benjamini-Hochberg method (Robinson *et al.* 2010). Genes exhibiting PO biases with false discovery rates scores of ≤ 0.05 in both CB.x and BC.x cell lines were considered to be significantly biased.

### Calculation of total gene expression levels

Total (*i.e.*, allele-nonspecific) gene expression levels were approximated for all UCSC Known Genes in each TSC line using the Tophat and Cufflinks algorithms and are reported using the reads per kilobase per million aligned reads (RPKM) metric; for newly annotated transcription units (*e.g.*, the *Tsci* transcripts), exonic coordinates were not clearly apparent, and thus reads that matched in strand and fell between the start and end of the unit were used to calculate RPKM via custom scripts.

### Pyrosequencing

PCR primers for individual pyrosequencing assays were designed to amplify a less than 200 base pair exonic region surrounding a known SNP for each of eight genes (Table 1). Sequencing primers were either directly adjacent to the SNP or one base pair removed. To perform pyrosequencing assays, 5 µg of RNA from each TSC line was reverse transcribed with Superscript III (Invitrogen). PCR amplification from cDNA was performed with Apex Taq DNA Polymerase (Genesee Scientific) and the cycle number shown in Table 1 using the following PCR conditions: 95° for 30 sec, 56° for 30 sec, and 72° for 30 sec. The PyroMark Q96 MD Pyrosequencer (Biotage, AB), PyroMark Gold Q96 CDT Reagents (QIAGEN), and Streptavidin Sepharose beads (GE Healthcare) were used for pyrosequencing. Quantification of allele-specific expression was performed using PyroMark Q96 MD software. Box and whisker diagrams were generated using matplotlib version 1.4.2.

**Table 1:** Primers used for pyrosequencing

Gene	Forward Primer	Reverse Primer	Sequencing Primer	B6	Cast	SNP Position	PCR
*Igf2r*	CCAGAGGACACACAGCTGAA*^a^*	CACTGTGACCCTCTGGTGAA	CCCAGAGTTCAGCCACGAGA	G	A	chr17: 12879541	28×
*Igf2*	GGGTGTCAATTGGGTTGTTT	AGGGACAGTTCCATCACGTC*^a^*	AATCAAATTTGGTTTTTTAGAA	C	T	chr7: 149839519	28×
*H19*	CCGAGACGATGTCTCCTTTG	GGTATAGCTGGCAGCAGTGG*^a^*	GAGGCCAGCCGCTTCTTCT	C	T	chr7: 149763597	28×
*AK017220*	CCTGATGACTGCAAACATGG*^a^*	CCAGCTTAGCCAACCTGAAG	GGTGGCTTCTGAAATCCTG	C	G	chr11: 51003537	32×
*Tsci6*	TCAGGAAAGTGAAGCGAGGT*^a^*	AAGGCAGTGATGGCAGAGAT	GGCCATGCATATCTCTTGC	A	G	chr15: 96990521	34×
*Gab1*	GGGGTCATTGGCACATAGTT	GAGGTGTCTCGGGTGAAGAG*^a^*	AGCTGCCGGAATGTTGTCG	A	C	chr8: 83308743	28×
*Qk*	CTCTGCCATGTCCTGGACTC	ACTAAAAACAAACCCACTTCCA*^a^*	CAGTACACACAGGTAATGT	T	C	chr17: 10404189	30×
*Dact2*	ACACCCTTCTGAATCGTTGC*^a^*	CAGAGTAGGCCCACACTTGC	CCACCATTGCCGAGACCAG	G	A	chr17: 14332970	34×

Single nucleotide polymorphism (SNP) positions are relative to mm9 genome build. Polymerase chain reaction (PCR), the number of PCR cycles used to amplify target genes in each assay.

a Location of biotin moiety.

## Results and Discussion

### Detection and validation of autosomal PO expression bias in TSCs

In a previous study, we generated a panel of F1-hybrid mouse TSC lines that were used to measure molecular properties of the inactive X-chromosome (Calabrese *et al.* 2012). These TSCs were derived from reciprocal crosses between two diverse, inbred mouse strains, CAST/EiJ (Cast) and C57BL/6J (B6). Using a high confidence, validated set of ~18 million informative SNPs from (Keane *et al.* 2011), allele-specific gene expression can be measured accurately in these cells by the counting of SNPs contained within uniquely mapping high-throughput sequencing reads (Calabrese *et al.* 2012).

To measure allelic biases in TSC gene expression, we analyzed strand-specific RNA-Seq data collected from six of these reciprocally derived F1-hybrid TSC lines: three lines were derived from a Cast mother and B6 father (referred to as “CB.x” lines) and three lines from a B6 mother and Cast father (referred to as “BC.x” lines). 

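RNA-Seq of 4 of these 6 TSC lines was analysed: CB.2 and CB.3 (Cast mother, B6 father) and BC.2 and BC.3 (B6 mother, Cast father). CB.1 and BC.1 were not analysed here, so each cross has n = 2 lines. Each line gave 1 strand-specific library from 4 µg of RNA of cells preplated for 30 min according to the paper and 40 min according to the sample labels, at passages 9 to 15. The authors aligned the reads to mm9 and to an in silico Cast genome with Bowtie and pooled 2 sequencing runs per line. The files hold 45811578, 50648383, 47652562 and 55798779 aligned reads for CB.2, CB.3, BC.2 and BC.3, which is 37.1% to 38.5% of the totals the paper gives (123636335, 135130738, 123714166 and 150370343); the values here rest on the reads in the files. Of these, 13888734, 15778224, 14761182 and 17167246 overlapped a SNP, with 47.5, 47.4, 46.0 and 48.3% from the Cast allele. Among the reads over SNPs, 50.2% to 54.6% repeated the start position, strand and allele of another read, beyond the first at each position. Reads were counted over each annotated gene span of mm9 (introns included) and over the 17 spans of Table 3, on the strand of the transcript. A unit (a gene or Table 3 span) was tested if the CPM of its 2 alleles summed to more than 1 in every line. Maternal and paternal reads were compared within each cross by limma on log2 counts weighted by voom, with TMM library sizes, in a single fit over the 8 allele libraries. A unit was called PO-biased where the adjusted p was at most 0.05 in both crosses and the same parent was favoured. Positive log2 ratios mean more maternal reads. Because both alleles of a line come from 1 library, a fit with the line as a block was also made. Intervals for the share in a single line are 95% Wilson intervals; they cover counting error only, as do the limits given for a count of 0. The level of a transcript is its RPKM over the span, from all aligned reads of the matching strand, introns included.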

F1-hybrid TSC lines were grouped on the basis of their respective parentage, and significant allelic biases in gene expression in each group were detected using edgeR and corrected for multiple testing via the Benjamini-Hochberg method (Robinson *et al.* 2010) (Figure 1). To increase robustness of our significance calls, genes were only considered for allelic analysis if the sum of their allele-specific read counts was >1 CPM in all six profiled TSC lines. 

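Several imprinted genes had too few allele-specific reads in at least 1 line to be tested. Rian, a lncRNA downstream of Meg3, had 5 and 178 allele-specific reads in CB.2 and CB.3 but 1994 and 6236 in BC.2 and BC.3, with maternal shares of 96.6% (95% interval 92.8% to 98.4%), 99.9% (99.7% to 100.0%) and 99.9% (99.7% to 99.9%) in CB.3, BC.2 and BC.3. Dio3, at the other end of that cluster, had 139, 81, 54 and 4 reads in CB.2, CB.3, BC.2 and BC.3. Th had 65, 29 and 23 reads in CB.2, CB.3 and BC.2 and none in BC.3. Tspan32 had between 4 and 8 reads per line, and Slc22a1 and Slc22a2 had no more than 4. Slc38a4 was transcribed at a level of 12.4 RPKM over the span in CB.2 and 7.69 in BC.3 but had no allele-specific read in any of the 4 lines. Of 25092 autosomal units, 12859 passed the filter in all 4 lines and were tested, and 6219 had no allele-specific read. The median tested unit had 438, 499, 459 and 519 allele-specific reads in CB.2, CB.3, BC.2 and BC.3. Kcnq1ot1, Grb10as and Peg13 could not be placed in the annotation used and have no values of their own. Nor has D7ertd715e, whose synonym there is a very short span with no allele-specific read and was not used.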

Under this CPM cutoff, 13,593 genes were eligible for allelic expression analysis (Supporting Information, Table S1).

**Figure 1:**
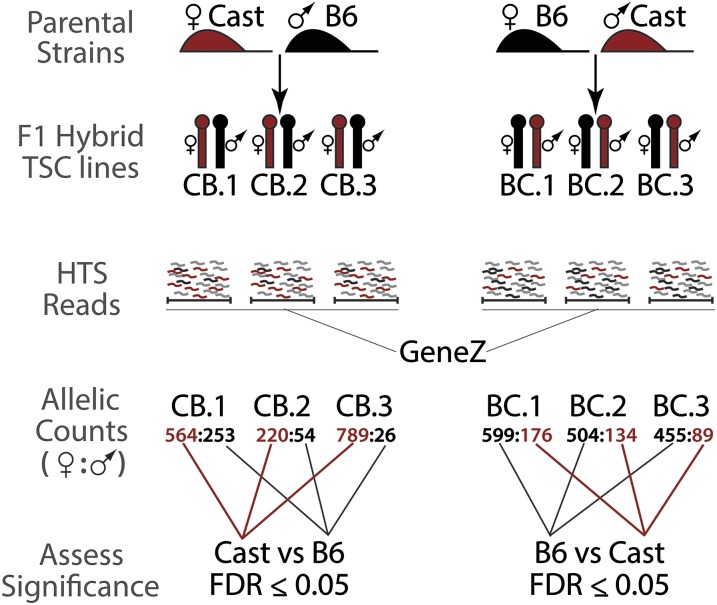
Strategy to profile PO expression bias in mouse TSCs. Strand-specific RNA-Seq was performed in six reciprocally derived F1-hybrid TSC lines. Informative SNPs contained within HTS reads that uniquely mapped to individual transcribed regions in each TSC line were summed and used to infer allele-specific expression bias. TSC lines of identical parentage were treated as biological replicates, and significant allelic expression biases were determined using EdgeR, correcting for multiple testing using the Benjamini Hochberg method. Allelic biases harboring an FDR ≤ 0.05 after multiple testing correction were deemed significant. PO, parent-of-origin; TSC, trophoblast stem cell; SNP, single-nucleotide polymorphism; HTS, high-throughput sequencing; FDR, false discovery rate.

In total, we detected 48 genes expressed with significant PO bias in TSCs. 

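Mcts2, which stands in neither Table 2 nor Table 3, and AK076687 of Table 2 were PO-biased in these lines. Mcts2 (ENSMUSG00000042814.6) is a retrogene inside an intron of H13, on chromosome 2 from 152512884 to 152513676 on the plus strand. Its maternal share was 5.07% ± 0.777 (SD, n = 2 lines) in CB.x and 12.8% ± 0.654 (SD, n = 2 lines) in BC.x, with log2 ratios of -3.99 in CB.x (standard error 0.36, adjusted p = 0.00192) and -2.88 in BC.x (standard error 0.32, adjusted p = 0.00411). AK076687, annotated as Gm13261 (ENSMUSG00000086748.1), is transcribed from chromosome 2 from 10260910 to 10295668 on the minus strand, antisense to Sfmbt2 and overlapping its 5' end. Its maternal share was 2.41% ± 2.90 in CB.x and 1.25% ± 0.810 in BC.x, with log2 ratios of -5.98 in CB.x (standard error 0.85, adjusted p = 0.0121) and -6.45 in BC.x (standard error 0.96, adjusted p = 0.0145). The CB.x lines differed for AK076687, with 4.46% (95% interval 3.06% to 6.45%) in CB.2 and 0.362% (0.0994% to 1.31%) in CB.3. Without BC.2 AK076687 was no longer called, and without BC.3 neither AK076687 nor Mcts2 was. With Mcts2 and AK076687, limma called 15 units PO-biased: Tssc4, Grb10, Pacrg, Igf2r, Mas1, Sfmbt2, Nespas, Sgce, Peg10, Gab1, Tsci1, Zrsr1 and Airn are the other 13. The line as a block raised the number to 32, with all 15 among them, and 35 units had an unadjusted p of at most 0.05 in both crosses without the block. No unit was called by limma when CB.2 or CB.3 was left out (29 and 29 at an unadjusted p of at most 0.05); without BC.2 there were 13 and without BC.3 6. A quasi-binomial test of the maternal share, added after the data were seen, called 33.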

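Among the called units the maternal side was held by Tssc4, Grb10, Pacrg, Igf2r and Mas1 and the paternal side by AK076687, Sfmbt2, Mcts2, Nespas, Sgce, Peg10, Gab1, Tsci1, Zrsr1 and Airn. These are 5 maternal and 10 paternal units, and with the line as a block the tally was 17 maternal and 15 paternal. The block added Ascl2, Cd81, Meg3, Mirg, Pde10a, Slc22a3, R74862, Tsci2, Tsci5, Qk, Park2 and Dact2 on the maternal side and Mest, Snrpn, Plagl1, Pdgfb and Tsci6 on the paternal side. A joint model of both crosses, with the line and the strain as terms, called 15 units, 9 maternal and 6 paternal. The largest log2 ratios in it were -7.19 for Mest and -7.14 for Airn on the paternal side (adjusted p = 0.0241 and 0.00209, limma) and 6.65 for Mirg on the maternal side (adjusted p = 0.0264). Tmem120b on chromosome 5, picked out after its value was seen, is in neither table and had a maternal log2 ratio of 3.12 in the joint model (adjusted p = 0.0410). The joint count depends on single lines: it was 0 without CB.2 and 0 without CB.3, 1099 without BC.2 and 108 without BC.3.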

Twenty-four genes were expressed with a maternal bias and 24 with a paternal bias. This equal representation of PO bias between maternal and paternal genomes differed from that recently observed in mule and hinny placenta, where paternally biased genes predominated (Wang *et al.* 2013b). 

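Peg10, a retrotransposon-derived gene required for placental development, was expressed almost only from the paternal allele. Its maternal share was 0.151% (95% interval 0.132% to 0.172%) in CB.2, 0.250% (0.224% to 0.279%) in CB.3 and 0.335% (0.307% to 0.365%) in BC.2, and 5.97% (5.81% to 6.13%) in BC.3, at log2 ratios of -8.83 in CB.x (standard error 1.05, adjusted p = 0.00605) and -6.25 in BC.x (standard error 1.01, adjusted p = 0.0199). Its neighbour Sgce, which encodes epsilon-sarcoglycan and is transcribed divergently from Peg10, had maternal shares of 7.69% ± 1.56 (SD, n = 2 lines) in CB.x and 4.99% ± 1.88 (SD, n = 2 lines) in BC.x and log2 ratios of -3.44 in CB.x (standard error 0.40, adjusted p = 0.00576) and -4.45 in BC.x (standard error 0.43, adjusted p = 0.00242). Nespas, the antisense transcript of the Gnas locus, had 1.10% ± 1.55 in CB.x and 2.32% ± 2.41 in BC.x, with adjusted p of 0.0133 and 0.0202. Zrsr1, a retrogene in an intron of Commd1 on chromosome 11, had no maternal read in CB.2 (0 of 61, which allows up to 4.92%) or CB.3 (0 of 82, up to 3.66%), and maternal shares of 16.9% (11.2% to 24.7%) in BC.2 and 2% (0.550% to 7.00%) in BC.3. Its adjusted p was 0.00938 in CB.x and 0.0340 in BC.x; units of chromosome 11 had a median Cast share of 63.6% in BC.3. Mest and Plagl1 missed the threshold without the block. Mest had maternal shares of 1.01% ± 0.950 in CB.x and 0.782% ± 0.398 in BC.x with adjusted p of 0.257 and 0.105, which became 0.00557 and 0.00268 with the line as a block; its level ran from 0.710 in CB.2 to 21.3 in BC.3. Plagl1 had maternal shares of 0.679% ± 0.426 in CB.x and 2.61% ± 2.27 in BC.x with adjusted p of 0.0706 and 0.104, and 0.00766 and 0.00842 with the block. Of the 31 biased genes of Table 2, 28 were placed and 27 tested; limma called 11 (3 maternal, 8 paternal), 20 when adjusted over the list alone and 20 with the line as a block over all units. The study chose this list partly on these libraries, so the counts are not independent evidence. Over all units the count was 0 without CB.2 and 0 without CB.3 (20 and 19 at an unadjusted p of at most 0.05) and 6 without BC.3, where AK076687, Sfmbt2, Nespas, Sgce, Zrsr1 and Tssc4 were lost.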

Thirty-one of the genes expressed with PO bias in TSCs were annotated previously as imprinted in the mouse (Table 2). To our knowledge, PO expression bias for the remaining 17 genes has not been previously described (Table 3).

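Pacrg and Mas1, from the Airn region of chromosome 17, and Tsci1, next to Gab1 on chromosome 8, passed the test in both crosses over all units. AK010368 missed it. AK010368 (ENSMUSG00000085860.1) lies on chromosome 11 from 97459824 to 97484207 on the plus strand and had maternal shares of 1.45% (95% interval 0.667% to 3.13%) and 0.661% (0.225% to 1.92%) in CB.2 and CB.3, but 37.0% (31.5% to 42.9%) and 47.4% (44.3% to 50.6%) in BC.2 and BC.3, so that the adjusted p was 0.0627 in CB.x and 0.705 in BC.x (0.00769 and 0.133 with the line as a block). For comparison, units of chromosome 11 had a median Cast share of 63.6% in BC.3. All 17 transcripts were tested, and 3 were called (2 maternal, 1 paternal); 9 were called when adjusted over the list alone (6 maternal, 3 paternal) and 11 with the line as a block over all units (8 maternal, 3 paternal). The study chose the list partly on these libraries, so this is not independent evidence. The side of 50% was that of Table 3 for 17 of 17 transcripts in CB.2, CB.3 and BC.3 and for 16 in BC.2, where AK017220 was on the maternal side; without BC.2, AK017220 was called as paternal. No transcript of the list was called without CB.2, without CB.3 or without BC.3 (7, 7 and 11 at an unadjusted p of at most 0.05 in limma), and 2 were without BC.2.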

**Table 2:** Known imprinted genes expressed with significant PO bias in TSCs

Gene	Chr	CB.1	CB.2	CB.3	BC.1	BC.2	BC.3	CBp	BCp	B	SNPs	RPKM
*AK076687**^a^*	chr2	5.3 (10, 180)	4.5 (26, 557)	0.4 (2, 551)	1.1 (2, 185)	1.8 (5, 269)	0.7 (3, 439)	5E-37	6E-62	P	226	1.03
*Sfmbt2*	chr2	2.3 (144, 6233)	8.4 (790, 8599)	1.6 (290, 17804)	1.0 (79, 7694)	1.5 (299, 19439)	1.0 (217, 22508)	8E-31	2E-50	P	1092	78.8
*Nespas**^a^*	chr2	0.0 (0, 94)	0.0 (0, 251)	2.2 (5, 223)	0.0 (0, 88)	4.0 (8, 191)	0.6 (1, 161)	4E-51	2E-30	P	34	2.58
*Phf17*	chr3	32.4 (665, 1387)	30.3 (2099, 4819)	46.8 (1568, 1786)	13.8 (130, 809)	24.7 (1483, 4515)	15.5 (820, 4457)	2E-03	2E-18	P	321	48.2
*Sgce*	chr6	4.5 (11, 231)	8.8 (78, 809)	6.6 (47, 666)	2.9 (4, 135)	6.3 (60, 890)	3.7 (33, 870)	1E-68	1E-52	P	319	19.9
*Peg10*	chr6	0.1 (18, 12098)	0.2 (226, 149701)	0.3 (310, 123681)	0.1 (4, 3763)	0.3 (507, 150895)	6.0 (4951, 78040)	0E+00	4E-10	P	29	793
*Mest*	chr6	0.0 (0, 16)	1.7 (3, 175)	0.3 (11, 3209)	0.4 (2, 447)	0.5 (13, 2780)	1.1 (71, 6602)	3E-117	4E-105	P	42	65.1
*Peg3*	chr7	0.2 (7, 4413)	0.1 (21, 24916)	0.2 (44, 19674)	0.5 (17, 3529)	19.6 (4032, 16588)	41.4 (10215, 14486)	1E-302	2E-02	P	107	75.2
*Usp29*	chr7	4.1 (4, 94)	1.7 (14, 829)	2.2 (8, 361)	2.2 (1, 44)	16.9 (76, 374)	42.3 (80, 109)	2E-87	4E-04	P	237	2.56
*D7ertd715e**^a^*	chr7	0.0 (0, 86)	0.0 (0, 313)	0.0 (0, 243)	0.0 (0, 95)	1.1 (2, 176)	0.0 (0, 78)	4E-69	3E-37	P	64	5.96
*Snrpn*	chr7	0.0 (0, 48)	0.5 (1, 208)	1.4 (2, 146)	9.1 (1, 10)	2.0 (2, 97)	7.7 (3, 36)	3E-45	2E-14	P	97	13.6
*H19**^a^*	chr7	95.5 (2508, 119)	95.4 (8222, 394)	95.7 (15727, 714)	98.8 (61749, 756)	99.6 (170049, 742)	51.3 (173851, 164950)	7E-242	2E-03	M	9	2432
*Ascl2*	chr7	92.6 (50, 4)	89.9 (519, 58)	86.1 (352, 57)	100.0 (10, 0)	81.6 (476, 107)	96.2 (101, 4)	1E-40	6E-08	M	4	13.6
*Cd81*	chr7	67.0 (254, 125)	90.3 (1678, 181)	80.9 (2438, 576)	72.3 (225, 86)	79.5 (2277, 587)	81.5 (2043, 465)	8E-11	3E-17	M	74	87.8
*Tssc4*	chr7	65.3 (47, 25)	82.7 (382, 80)	79.1 (453, 120)	60.9 (53, 34)	75.6 (436, 141)	69.6 (385, 168)	1E-14	2E-04	M	9	3.30
*Kcnq1ot1**^a^*	chr7	0.2 (1, 544)	0.2 (2, 1139)	5.3 (56, 1010)	0.3 (1, 349)	0.5 (3, 580)	0.0 (0, 305)	9E-18	8E-87	P	371	0.99
*Cdkn1c*	chr7	99.7 (1185, 3)	100.0 (9367, 4)	99.8 (6716, 13)	100.0 (351, 0)	76.5 (6925, 2123)	99.9 (2673, 4)	0E+00	9E-06	M	3	335
*Slc22a18*	chr7	88.5 (46, 6)	89.8 (264, 30)	88.7 (235, 30)	92.9 (13, 1)	72.6 (244, 92)	98.7 (155, 2)	6E-33	2E-04	M	141	6.75
*Phlda2*	chr7	100.0 (120, 0)	100.0 (4921, 1)	99.3 (3279, 24)	95.7 (112, 5)	72.2 (3611, 1392)	98.7 (1211, 16)	2E-55	1E-06	M	2	290
*Gab1*	chr8	15.3 (342, 1896)	18.3 (1745, 7809)	14.8 (1624, 9329)	9.2 (129, 1275)	24.8 (2367, 7163)	16.8 (1575, 7804)	3.E-66	2.E-12	P	633	58.3
*Plagl1*	chr10	0.0 (0, 86)	0.4 (2, 528)	1.0 (2, 202)	0.0 (0, 19)	1.3 (4, 297)	4.2 (4, 91)	4E-76	1E-27	P	142	1.15
*Grb10*	chr11	68.8 (1527, 691)	89.1 (5640, 692)	85.0 (5615, 994)	98.2 (1849, 33)	92.0 (8908, 777)	86.4 (6314, 994)	5E-14	7E-12	M	455	159
*Zrsr1*	chr11	0.0 (0, 131)	0.4 (1, 225)	0.4 (1, 273)	0.0 (0, 33)	21.4 (69, 254)	1.9 (6, 312)	4E-72	4E-08	P	7	4.86
*Grb10as**^a^*	chr11	69.9 (51, 22)	87.9 (94, 13)	92.9 (79, 6)	97.3 (36, 1)	88.7 (94, 12)	87.2 (75, 11)	4E-08	1E-12	M	123	0.08
*Dlk1*	chr12	100.0 (2, 0)	99.5 (195, 1)	93.1 (297, 22)	100.0 (2, 0)	93.8 (45, 3)	98.1 (53, 1)	2E-18	2E-10	P	15	1.47
*Meg3**^a^*	chr12	99.3 (438, 3)	70.0 (7, 3)	97.6 (290, 7)	99.9 (1392, 1)	99.8 (3325, 5)	99.9 (11062, 8)	2E-69	6E-126	M	109	85.3
*Mirg**^a^*	chr12	100.0 (159, 0)	100.0 (10, 0)	93.1 (54, 4)	100.0 (772, 0)	100.0 (716, 0)	99.8 (2007, 4)	1E-24	4E-150	M	119	11.4
*Pde10a*	chr17	90.9 (251, 25)	88.3 (878, 116)	85.6 (600, 101)	97.1 (34, 1)	73.8 (479, 170)	77.0 (349, 104)	5E-64	1E-06	M	448	3.10
*Slc22a3*	chr17	100.0 (41, 0)	98.2 (667, 12)	93.6 (612, 42)	23.1 (3, 10)	96.7 (353, 12)	96.8 (91, 3)	9E-40	1E-02	M	143	2.05
*Airn**^a^*	chr17	4.3 (28, 628)	0.4 (19, 5256)	0.4 (18, 4213)	1.6 (6, 370)	1.4 (47, 3304)	0.8 (11, 1362)	2E-30	9E-124	P	443	3.01
*Igf2r*	chr17	97.9 (1011, 22)	98.6 (2650, 38)	98.4 (3821, 63)	97.8 (723, 16)	98.6 (3348, 48)	98.8 (4743, 57)	1E-199	2E-111	M	330	73.0
*Igf2*	chr7	45.8 (2694, 3186)	32.5 (22266, 46340)	29.0 (20372, 49913)	8.2 (71, 790)	46.9 (17649, 19980)	75.9 (24740, 7869)	1E-4	6E-1	NS	21	1418

Gene ID and chromosomal location are listed. For each CB.x and BC.x cell line, the percent of allele-specific reads mapping to the maternally inherited chromosome is shown. In that same column, the absolute number of maternal and paternal SNP-overlapping read counts detected in each TSC line, respectively, are shown in parentheses. *P*-values for corresponding PO biases in CB.x and BC.x cell lines were corrected for multiple testing via Benjamini Hochberg, and are listed under “CBp” and “BCp” columns, respectively. B, parental direction of PO bias: P, paternally biased; M, maternally biased; NS, not significantly biased. PO, parent-of-origin; TSC, trophoblast stem cell; SNPs, single-nucleotide polymorphisms—the number of distinct SNPs covered by RNA-Seq reads for the respective transcript. RPKM, average allele-nonspecific RPKM (reads per kilobase of transcript per million aligned reads) of each respective transcript across the 6 profiled TSC lines; lncRNA, long noncoding RNA.

a Known or putative lncRNAs.

**Table 3:** Candidate imprinted genes expressed with significant PO bias in TSCs

Gene	Chr	Coords	S	CB.1	CB.2	CB.3	BC.1	BC.2	BC.3	CBp	BCp	B	SNPs	RPKM
*Id1*	chr2	152562009-152563146	+	43.1 (31, 41)	33.5 (52, 103)	35.3 (55, 101)	35.2 (32, 59)	35.5 (39, 71)	15.4 (14, 77)	2.E-02	9.E-04	P	4	16.0
R74862*	chr7	150207688-150239273	−	65.8 (25, 13)	87.7 (71, 10)	82.5 (99, 21)	58.3 (21, 15)	72.4 (63, 24)	72.0 (67, 26)	1.E-07	1.E-02	M	98	0.27
Tsci1*	chr8	83383307-83405773	+	0.0 (0, 41)	0.7 (1, 148)	0.7 (1, 143)	0.0 (0, 40)	12.5 (10, 70)	9.5 (13, 124)	3.E-40	3.E-15	P	82	0.16
Tsci2*	chr11	12051323-12097365	+	57.6 (19, 14)	85.7 (48, 8)	77.1 (37, 11)	95.5 (21, 1)	93.5 (87, 6)	97.9 (93, 2)	8.E-04	1.E-16	M	75	0.08
*AK017220*	chr11	51003334-51033915	−	3.6 (6, 159)	2.2 (3, 134)	0.7 (1, 137)	4.8 (4, 79)	56.3 (117, 91)	7.2 (15, 192)	3.E-44	4.E-03	P	161	2.10
*Tsci3*	chr11	51033968-51061895	+	3.9 (5, 123)	3.1 (9, 280)	0.3 (1, 285)	4.4 (2, 43)	46.9 (207, 234)	9.6 (42, 396)	7.E-54	4.E-04	P	101	0.32
AK010368*	chr11	97459824-97484207	+	0.7 (1, 133)	1.5 (6, 407)	0.7 (3, 451)	1.5 (1, 64)	37.0 (101, 172)	47.4 (451, 500)	5.E-92	3.E-02	P	150	4.40
Tsci4*	chr12	82108796-82120245	−	5.6 (1, 17)	0.0 (0, 40)	0.0 (0, 45)	0.0 (0, 10)	15.4 (2, 11)	48.3 (14, 15)	3.E-17	5.E-02	P	52	0.04
Tsci5*	chr12	110730857-110753078	−	100.0 (2, 0)	100.0 (8, 0)	100.0 (16, 0)	100.0 (6, 0)	100.0 (12, 0)	100.0 (34, 0)	2.E-07	1.E-10	M	35	0.03
*Pdgfb*	chr15	79826305-79845238	−	41.3 (250, 356)	42.2 (1999, 2737)	38.6 (2126, 3380)	27.9 (58, 150)	48.8 (2928, 3070)	44.2 (3471, 4375)	6.E-03	4.E-02	P	97	62.3
Tsci6*	chr15	96980667-96997795	−	7.8 (17, 200)	19.7 (12, 49)	3.5 (12, 333)	0.3 (1, 386)	0.9 (6, 662)	0.9 (9, 1032)	8.E-18	5.E-103	P	129	0.75
*1700010i14rik*	chr17	9181197-9201184	+	100.0 (18, 0)	84.0 (21, 4)	90.7 (39, 4)	100.0 (9, 0)	100.0 (33, 0)	70.1 (47, 20)	8.E-11	2.E-03	M	43	0.81
*Qk*	chr17	10399335-10512226	−	55.2 (235, 191)	56.4 (648, 501)	55.2 (574, 465)	70.2 (342, 145)	64.3 (687, 381)	63.9 (565, 319)	7.E-03	1.E-04	M	176	36.2
*Pacrg*	chr17	10595877-11033057	−	75.0 (3, 1)	92.9 (13, 1)	86.7 (13, 2)	100.0 (5, 0)	90.0 (9, 1)	84.6 (11, 2)	1.E-04	9.E-04	M	29	0.21
*Park2*	chr17	11033249-12256226	+	86.8 (105, 16)	81.3 (74, 17)	85.7 (60, 10)	61.1 (33, 21)	76.5 (78, 24)	73.6 (53, 19)	9.E-18	3.E-03	M	273	0.08
*Mas1*	chr17	13033870-13061009	−	100.0 (6, 0)	100.0 (63, 0)	99.2 (123, 1)	100.0 (2, 0)	100.0 (34, 0)	100.0 (12, 0)	2.E-27	4.E-10	M	55	0.27
*Dact2*	chr17	14332236-14340838	−	59.6 (56, 38)	56.9 (357, 270)	54.5 (486, 405)	83.2 (84, 17)	71.4 (401, 161)	70.8 (685, 283)	3.E-03	6.E-07	M	40	7.65

Column annotations are the same as in Table 2. Coordinates given are relative to UCSC’s mm9 genome build. PO, parent-of-origin; TSC, trophoblast stem cell; SNP, single-nucleotide polymorphism; RPKM, reads per kilobase of transcript per million aligned reads.

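Cdkn1c, which encodes a cyclin-dependent kinase inhibitor, and Phlda2, which restrains placental growth, were almost entirely maternal in 3 of the 4 lines. Cdkn1c had maternal shares of 100.0% (95% interval 99.9% to 100.0%), 99.8% (99.7% to 99.9%) and 99.9% (99.6% to 99.9%) in CB.2, CB.3 and BC.3, but 76.5% (75.7% to 77.4%) in BC.2. Phlda2 had 72.2% (70.9% to 73.4%) in BC.2 and 99.3% (98.9% to 99.5%) in CB.3, and Slc22a18 had 72.6% (67.6% to 77.1%) in BC.2 and 98.7% (95.5% to 99.6%) in BC.3. With this spread, none of the 3 passed in either cross (adjusted p = 0.221 in CB.x and 0.233 in BC.x for Cdkn1c, limma). Without BC.2, Cdkn1c and Slc22a18 were called. Tssc4 was called, with maternal shares of 81.0% ± 2.75 (SD, n = 2 lines) in CB.x and 72.9% ± 3.79 (SD, n = 2 lines) in BC.x, but not without BC.2 or without BC.3. Cd81, which encodes a tetraspanin, had 85.6% ± 6.63 in CB.x and 80.5% ± 1.38 in BC.x and adjusted p of 0.0212 and 0.0603, which the line as a block moved to 0.00709 and 0.0104; for Ascl2, a transcription factor of the trophoblast with 88.0% ± 2.75 in CB.x and 88.9% ± 10.3 in BC.x, it moved them from 0.239 and 0.311 to 0.00919 and 0.0247. Igf2r, the receptor that clears IGF2, was maternal at 98.5% ± 0.147 in CB.x and 98.7% ± 0.160 in BC.x, with log2 ratios of 6.16 in CB.x (standard error 0.29, adjusted p = 0.000177) and 6.09 in BC.x (standard error 0.28, adjusted p = 0.000208). Airn, the lncRNA antisense to it, was paternal, with maternal shares of 0.392% ± 0.0462 in CB.x and 1.10% ± 0.427 in BC.x and log2 ratios of -7.79 in CB.x (standard error 0.95, adjusted p = 0.00683) and -6.69 in BC.x (standard error 0.90, adjusted p = 0.0101). Slc22a3, an organic cation transporter, had 95.9% ± 3.29 in CB.x and 96.8% ± 0.0680 in BC.x, with adjusted p of 0.0404 and 0.105 (0.00675 and 0.0154 with the block). Grb10, an adaptor that restrains growth, was called at 87.0% ± 2.91 in CB.x and 89.2% ± 3.94 in BC.x; it lies on chromosome 11, whose units had a median Cast share of 63.6% in BC.3 and 46.8%, 47.3% and 43.2% in CB.2, CB.3 and BC.2. Gab1, an adaptor of receptor tyrosine kinases, was called at maternal shares of 16.6% ± 2.43 in CB.x and 20.8% ± 5.68 in BC.x. Meg3 and Mirg passed in BC.x alone without the block (adjusted p = 0.493 in CB.x and 0.0387 in BC.x for Meg3, adjusted p = 0.275 in CB.x and 0.0212 in BC.x for Mirg) and in both crosses with it (0.0249 and 0.00490 for Meg3, 0.0153 and 0.00268 for Mirg). Their maternal shares were 99.9% ± 0.0551 and 99.9% ± 0.147 in BC.x, and in CB.2 they had only 10 and 10 allele-specific reads. None of these calls was made without CB.2 or without CB.3.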

Notable known imprinted genes with significant PO expression biases in TSCs included the *Kcnq1ot1* imprinted lncRNA and many of its nearby target genes (*Cdkn1c*, *Cd81*, *Phlda2*, *Slc22a18*, *Tssc4*), the *Airn* imprinted lncRNA and two of its nearby target genes (*Igf2r* and *Slc22a3*), *H19*, *Grb10*, *Meg3*, *Mirg*, *Gab1* (Okae *et al.* 2012), and *Sfmbt2* and its antisense noncoding transcript, *AK076687* (Wang *et al.* 2011a). 

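Snrpn (ENSMUSG00000000948.9), which encodes a protein of the spliceosome, was paternal in all 4 lines. It spans chromosome 7 from 67127388 to 67285105 on the minus strand. No maternal read was seen in CB.2 (0 of 205, which allows up to 1.46%), and the maternal share was 0.694% (95% interval 0.123% to 3.83%) in CB.3, 1.03% (0.182% to 5.61%) in BC.2 and 8.33% (2.87% to 21.8%) in BC.3. The log2 ratios were -7.45 in CB.x (standard error 1.00, adjusted p = 0.0100) and -4.73 in BC.x (standard error 1.04, adjusted p = 0.0549) in limma. With the line as a block Snrpn was called as paternal (adjusted p = 0.00993 and 0.0252). Paternal transcription on the same strand was also found beyond the annotated 3' end of Snrpn. In the window of 10000 bp on chromosome 7 from 67080001 to 67090000, which holds no annotated gene on that strand, all 21, 28, 15 and 10 allele-specific reads of CB.2, CB.3, BC.2 and BC.3 were paternal, at log2 ratios of -5.46 in CB.x and -4.83 in BC.x. From 67110001 to 67150000, which includes the 3' end of Snrpn, the maternal share was 0.263% of 761 reads in CB.3 and 0.357% of 560 in BC.2. D7ertd715e itself was not placed, so reads of a separate transcript and of a longer Snrpn were not told apart.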

Another PO-biased gene, annotated as *D7ertd715e* in the mouse, is syntenic to a complex series of lncRNA transcripts that originate from the imprinted Prader-Willi locus on human chromosome 15, and may be a mouse homolog, or it may be an 3′ extension of the neighboring imprinted gene, *Snrpn*. The *D7ertd715e* transcript was recently reported to be imprinted in trophoblast cells derived from horse/donkey F1-hybrids (Wang *et al.* 2013b).

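Gnas, which encodes a stimulatory G protein subunit, and the neural gene Ppp1r9a showed no PO bias past the test. Gnas had maternal shares of 60.1% ± 3.06 (SD, n = 2 lines) in CB.x and 57.4% ± 2.82 (SD, n = 2 lines) in BC.x (adjusted p = 0.155 in CB.x and 0.612 in BC.x, limma), above 50% in each of the 4 lines. Ppp1r9a had 51.1% ± 0.994 in CB.x and 59.7% ± 4.26 in BC.x (adjusted p = 0.602 in CB.x and 0.276 in BC.x), and Blcap, in whose intron Nnat lies, had 53.3% ± 0.132 in CB.x and 43.8% ± 3.97 in BC.x (adjusted p = 0.559 in CB.x and 0.377 in BC.x). Zim1, a maternally expressed zinc finger gene next to Peg3, leaned to the mother with a wide spread: 82.7% (95% interval 77.7% to 86.8%), 91.6% (89.3% to 93.4%) and 89.5% (87.2% to 91.4%) in CB.2, CB.3 and BC.2, and 50% (40.6% to 59.4%) in BC.3. Ndn, a gene of the Prader-Willi region, leaned toward Cast in both crosses, with 70.2% ± 20.1 in CB.x and 21.5% ± 0.635 in BC.x (adjusted p = 0.220 in CB.x and 0.143 in BC.x), as did Inpp5f, with 81.1% ± 13.3 in CB.x and 32.8% ± 10.1 in BC.x (adjusted p = 0.0853 in CB.x and 0.311 in BC.x); neither was called. Smoc1, next to Tsci4, was paternally biased in CB.x alone, with 13.3% ± 1.62 in CB.x and 47.3% ± 21.1 in BC.x (adjusted p = 0.0268 in CB.x and 0.799 in BC.x); the difference between the crosses was not tested. Copg2 had 40.1% ± 6.58 in CB.x and 57.1% ± 5.45 in BC.x and Trappc9 47.9% ± 2.33 in CB.x and 52.2% ± 2.33 in BC.x, neither past the test. Of 26 other imprinted genes listed from general knowledge, 16 were tested: limma called 1 (Mcts2, paternal), also 1 when adjusted over the list alone, and 2 over the list alone with the line as a block, where Zim1 was added as maternal.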

An additional 41 known imprinted genes present in MRC Harwell’s Imprinting Resource were expressed in TSCs with enough allelic coverage to pass our threshold for analysis but were not detected as significantly PO biased (Williamson *et al.* 2013) (Table S1). Many of these genes, such as *Wt1*, *Ube3a*, *Rasgrf1*, and *Zdbf2*, were neutrally biallelic across the profiled TSC lines, and at least four, *Pon2*, *Klf14*, *Atp10a*, and *Art5*, were expressed with significant strain-of-origin bias (as opposed to a PO bias), underscoring the tissue-specificity with which imprinted gene expression is known to occur (Prickett and Oakey 2012).

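Ube3a was near equal between the alleles, Rasgrf1 and Zdbf2 varied between lines, and Wt1 leaned toward B6. Ube3a, a ubiquitin ligase gene, had maternal shares of 51.0% ± 0.612 (SD, n = 2 lines) in CB.x and 48.3% ± 0.559 (SD, n = 2 lines) in BC.x; Rasgrf1 had 50.7% ± 7.09 in CB.x and 65.9% ± 9.64 in BC.x and Zdbf2 51.9% ± 6.12 in CB.x and 45.5% ± 13.1 in BC.x, with adjusted p of 0.396 to 0.865 for Rasgrf1 and 0.823 to 0.875 for Zdbf2. Wt1, a zinc finger transcription factor, had more B6 reads in all 4 lines, with maternal shares of 35.9% ± 1.79 in CB.x and 59.9% ± 1.72 in BC.x; limma gave adjusted p = 0.225 in CB.x and 0.411 in BC.x, and 0.0104 and 0.0232 with the line as a block, where it was called strain-biased. Pon2, a paraoxonase gene, was strain-biased toward B6 in both fits, with 22.6% ± 1.56 in CB.x and 87.4% ± 2.97 in BC.x and log2 ratios of -1.62 in CB.x (standard error 0.27, adjusted p = 0.0228) and 2.68 in BC.x (standard error 0.30, adjusted p = 0.00489). Art5 went the same way with 17.3% ± 1.76 in CB.x and 82.4% ± 0.969 in BC.x and Atp10a toward Cast with 73.0% ± 3.72 in CB.x and 26.4% ± 9.66 in BC.x. Neither was called without the block (adjusted p = 0.164 in CB.x and 0.116 in BC.x for Art5, adjusted p = 0.147 in CB.x and 0.0887 in BC.x for Atp10a), and both were with it (0.0113 and 0.00654 for Art5, 0.0262 and 0.0127 for Atp10a). Klf14 had 63.4% ± 5.80 in CB.x and 31.3% ± 18.7 in BC.x (adjusted p = 0.771 in CB.x and 0.500 in BC.x) and was called in neither fit. Limma called 418 strain-biased units without the block and 2184 with it; without CB.2 or CB.3 it called none (814 and 746 at an unadjusted p of at most 0.05), without BC.2 257 and without BC.3 108. The 10 with the largest log2 ratios had almost no reads of 1 strain: BC048502, Cd80, Cdc34-ps, Gm13540, Gm16380, Gm7204 and Rpl13a-ps1 were read almost only from Cast, and Gm13826, Gm6158 and Pcdh9 almost only from B6. Cdc34-ps, Gm13540, Gm16380, Gm6158, Gm7204 and Rpl13a-ps1 are units of only 480 to 1252 bp. BC048502 and Pcdh9 had mean levels of 0.914 and 0.107 RPKM over the span but 0.00731 and 0.00283 over exons. Reads that belong to similar sequences elsewhere were not excluded for these units.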

To gain a sense of the accuracy with which our RNA-Seq analysis pipeline detected PO biases in TSCs, we re-measured PO expression bias for eight genes using QIAGEN’s PyroMark pyrosequencing assay. These eight genes included three known imprinted genes expressed with significant PO bias in TSCs (*Igf2r*, *H19*, and *Gab1*), one known imprinted gene whose PO expression bias in TSCs was not called as significant in our analysis (*Igf2*), and four PO biased genes that to our knowledge have not been previously reported as imprinted. Pyrosequencing primers were designed around single informative SNPs contained within each gene and assays were performed per gene in each of the six TSC lines profiled for RNA-Seq. 

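Reads over the assayed SNPs of Gab1, Qk, Dact2 and Tsci6 gave maternal shares on the same side of 50% as the whole transcripts. The SNP of Gab1 lies in an exon at position 83308743 of chromosome 8 (AATGTTGTCGAGGTGGCGAGT in the reference, the SNP in the middle). Its maternal share was 20.8% of 549 reads in CB.2 (95% interval 17.6% to 24.4%), 18.5% of 620 reads (15.7% to 21.8%) in CB.3, 22.1% of 544 reads (18.8% to 25.7%) in BC.2 and 12.9% of 642 reads (10.6% to 15.7%) in BC.3. For Qk, which encodes an RNA-binding protein, the exonic SNP at position 10404189 of chromosome 17 (CAGGTAATGTTAACTGTGCAA in the reference, the SNP in the middle) gave 50.9% of 110 reads (41.7% to 60.1%) in CB.2, 58.7% of 92 reads (48.5% to 68.2%) in CB.3, 52.2% of 90 reads (42.0% to 62.2%) in BC.2 and 70.8% of 72 reads (59.5% to 80.1%) in BC.3, of which only BC.3 could be told from 50% at this depth. In Dact2 the exonic SNP at position 14332970 of chromosome 17 (CCTCGTCCTCGCTGGTCTCGG in the reference, the SNP in the middle) gave 55.6% of 187 reads (48.5% to 62.6%) in CB.3 and 75.8% of 95 reads (66.3% to 83.3%) in BC.2. The SNP of Tsci6, at position 96990521 of chromosome 15 (TTTAATGGAGAGCAAGAGATA in the reference, the SNP in the middle), is in no annotated exon. It was covered by 1 read in CB.2, which was paternal, and gave 10.5% of 19 reads (2.94% to 31.4%) in CB.3 and 2% of 50 reads (0.354% to 10.5%) in BC.3; in BC.2 none of 31 reads was maternal, which allows up to 9.68%. The SNPs of Igf2r, Igf2, H19 and AK017220 lie in exons as well, that of AK017220 in an exon annotated as 5133400J02Rik. Over the 8 SNPs and 4 lines, 32 of 32 shares were on the same side of 50% as the share over the whole transcript, 30 lay within 10 points of it, and the median absolute difference was 1.41 points. The largest, 19.7 points, was that of Tsci6 in CB.2. The depth ran from 1 to 69130 reads, and the reads over a SNP are part of those over its transcript. With reads at 1 position counted once, 28 of 32 were on the same side, the others being Igf2 in BC.2, H19 in BC.3 and Qk in CB.2 and BC.2. Abundant transcripts saturate in that count and their alleles are levelled (Igf2 in CB.2 went from 36056 to 238 reads), which does not account for Qk, with 59 reads left in either line and a share near 50%.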

In all 48 cases (eight genes in six TSC lines), allelic biases determined via RNA-Seq and pyroseqeuncing were concordant (Figure 2). This high level of concordance mirrors that observed in our previous analysis of X-linked gene expression in TSCs, where allelic biases determined via RNA-Seq and an alternate method were concordant in 18 of 18 assays (nine genes in two TSC lines) (Calabrese *et al.* 2012). Considering the data shown in Figure 2 and in our previous work, we conclude that the majority of allelic measurements reported by our RNA-Seq analysis are accurate approximations of steady state gene expression levels present in TSCs.

**Figure 2:**
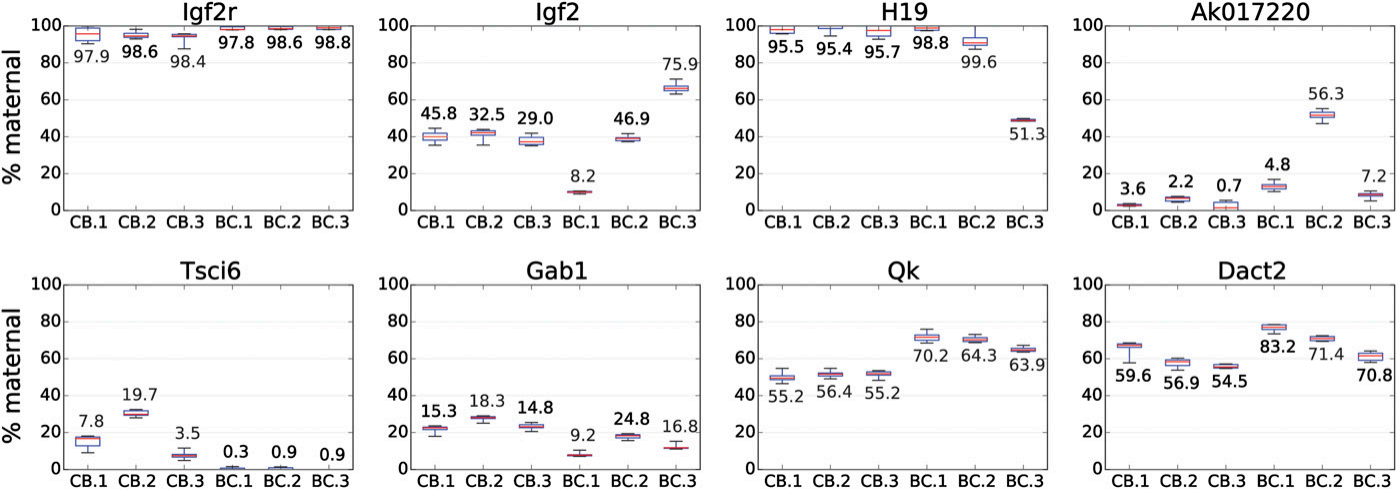
Detection of allele-specific expression by pyrosequencing. Individual subplots show maternal expression in six reciprocally derived F1-hybrid TSC lines for eight genes assayed. CB.1, CB.2, and CB.3 were derived from a Cast mother and B6 father, whereas BC.1, BC.2, and BC.3 were derived from a B6 mother and Cast father. Box and whisker plots represent data collected from six technical replicates, except in the H19 subplot, where data derived from four technical replicates. For comparison, numerical values above/below each box and whisker plot show the corresponding maternal expression percentages determined from RNA-Seq in each TSC line. TSC, trophoblast stem cell.

### General characteristics of known and candidate imprinted TSC genes

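Sfmbt2, Phf17 and Peg3 differed between lines of the same cross. Sfmbt2, a Polycomb group gene with a paternal bias, had a maternal share of 8.41% (95% interval 7.87% to 8.99%) in CB.2 and 1.60% (1.43% to 1.80%) in CB.3 (Fisher's exact test, adjusted p = 3.1e-155), and of 1.51% (1.35% to 1.69%) and 0.955% (0.836% to 1.09%) in BC.2 and BC.3. Its log2 ratios were -4.53 in CB.x (standard error 0.56, adjusted p = 0.00755) and -6.51 in BC.x (standard error 0.61, adjusted p = 0.00224). Phf17, a PHD finger gene, had 30.3% (29.3% to 31.4%) in CB.2 but 46.8% (45.1% to 48.4%) in CB.3, and 24.7% (23.6% to 25.8%) and 15.5% (14.6% to 16.5%) in BC.2 and BC.3; limma gave adjusted p = 0.711 in CB.x and 0.0890 in BC.x. Peg3, a zinc finger gene, had nearly no maternal reads in CB.x, at 0.0935% (0.0651% to 0.134%) in CB.2 and 0.203% (0.154% to 0.267%) in CB.3, but 18.8% (18.3% to 19.2%) in BC.2 and 40.8% (40.3% to 41.3%) in BC.3. It passed in CB.x (log2 ratio -9.31, adjusted p = 0.000484) and not in BC.x (log2 ratio -1.48, adjusted p = 0.110); the difference between the crosses was not tested. The annotated span of Usp29, the neighbour of Peg3, held only 27, 5, 14 and 4 allele-specific reads in CB.2, CB.3, BC.2 and BC.3, too few for the test. Of 46 transcripts, 16 differed between CB.2 and CB.3 and 22 between BC.2 and BC.3 at an adjusted p of at most 0.05 in Fisher's exact test, which compares 2 libraries and not conditions. Its p-values cover counting error alone and take reads that repeat a position as separate. By more than 10 points differed Meg3, Phf17 and Tsci6 in CB.x, and in BC.x 14 transcripts: H19, Igf2, Ascl2, Cdkn1c, Phlda2, Slc22a18, Peg3, Usp29, Id1, 1700010i14rik, and the chromosome 11 transcripts Zrsr1, AK017220, Tsci3 and AK010368. In comparison, units of chromosome 11 had a median Cast share of 63.6% in BC.3. With duplicates counted once, where abundant transcripts saturate, 12 and 19 differed. The 2 sequencing runs of a line differed for 2, 1, 4 and 3 transcripts in CB.2, CB.3, BC.2 and BC.3, among them Igf2 in each line.

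**Figure D1:**
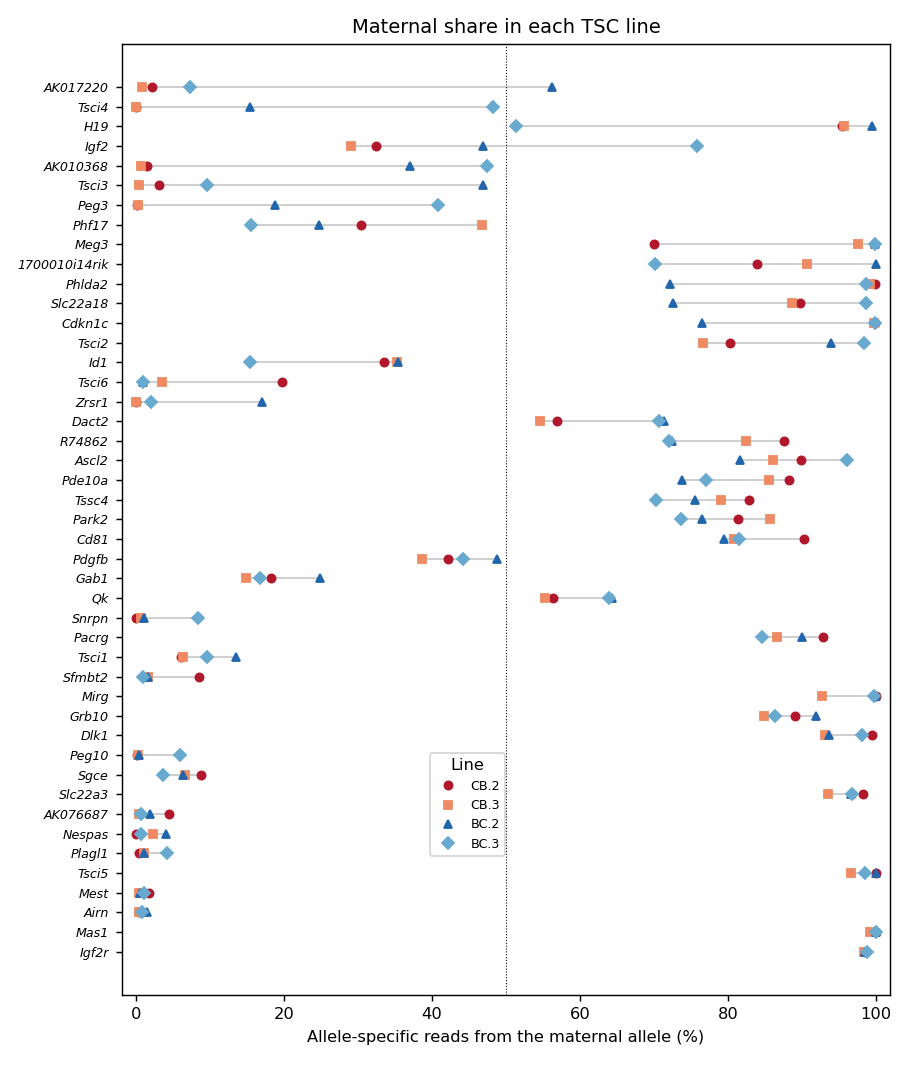
Share of allele-specific reads from the maternal allele (horizontal axis, percent) in CB.2, CB.3, BC.2 and BC.3 for 45 transcripts, 1 point per line: those of Tables 2 and 3 that could be placed, and Igf2, without Usp29, with a dotted line at 50%. The transcripts at the top have the widest range between lines and those at the bottom, such as Igf2r and Mas1, the narrowest.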

Many of the 48 PO biased genes displayed variability in their PO expression bias across our panel of TSC lines, including *Sfmbt2*, *Phf17*, *Peg3*, *Usp29*, *Cd81*, and *Peg2* (Table 2). However, this variability was most notable for *H19* and *Igf2*, two neighboring genes whose imprinting status is conserved between human and mouse. *H19* is maternally expressed, and *Igf2* paternally expressed, in both species (Fedoriw *et al.* 2012a). 

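H19 (ENSMUSG00000000031.9), a maternally expressed lncRNA, lies on chromosome 7 from 149761434 to 149764048 on the minus strand. Its maternal share was 95.4% (95% interval 95.0% to 95.8%) in CB.2, 95.7% (95.3% to 96.0%) in CB.3 and 99.6% (99.5% to 99.6%) in BC.2, and 51.3% (51.1% to 51.5%) in BC.3. The log2 ratios were 4.58 in CB.x (standard error 1.93, adjusted p = 0.274) and 3.85 in BC.x (standard error 2.15, adjusted p = 0.401) in limma, and the line as a block gave adjusted p of 0.251 and 0.265. H19 was called as maternal when BC.3 was left out.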

*H19* was expressed at >95% from the maternal allele in all but one profiled TSC line, BC.3, where its maternal-to-paternal expression ratio was 51-to-49 (Table 2). The variation in PO expression bias of the neighboring paternally biased *Igf2* was even more pronounced than that of *H19*, to the extent that significant PO expression bias was not detected for *Igf2* in our panel of TSCs. 

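Igf2 (ENSMUSG00000048583.9), which encodes a fetal growth factor, lies on chromosome 7 from 149836673 to 149852721 on the minus strand. The paternal share of its reads was 67.5% in CB.2 and 71.0% in CB.3, 53.1% in BC.2 and 24.1% in BC.3. With 32613 to 70297 allele-specific reads per line, CB.2 and CB.3 differed in Fisher's exact test (adjusted p = 2.0e-43). With duplicates counted once, which levels the alleles of a transcript this abundant and so does not show that the lines agree, their maternal shares were 45.0% and 44.1% (adjusted p = 0.911), and BC.2 and BC.3 differed (adjusted p = 1.4e-06). The maternal to paternal log2 ratios were -1.01 in CB.x (standard error 0.49, adjusted p = 0.345) and 0.58 in BC.x (standard error 0.47, adjusted p = 0.580), and Igf2 was called in neither fit.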

Paternal expression of *Igf2* ranged from a low of 24% in BC.3 (meaning it was *maternally* biased in that TSC line), to a high of 92% in BC.1 (Table 2). 

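In BC.3 both parental copies of H19 and mainly the maternal copy of Igf2 were read. H19 had 173851 maternal and 164950 paternal reads in BC.3, against 170049 and 742 in BC.2. Igf2 had 24743 maternal and 7870 paternal reads in BC.3, against 17650 and 19987 in BC.2. In CB.2 and CB.3 the maternal reads of H19 numbered 8222 and 15727 and the paternal reads of Igf2 46345 and 49920. BC.3 is a single library, and the difference between it and the other lines was not tested beyond counting error. Some markers of the cell type also set BC.3 apart: Sox2 stood at 127 RPKM over exons in BC.3 and at 14.7, 27.0 and 39.7 in CB.2, CB.3 and BC.2. Others did not: Tfap2c stood at 80.9 in BC.3 and at 90.7, 80.5 and 82.0 in CB.2, CB.3 and BC.2. Krt18 was lowest in BC.3, at 787. The median over the 13 stem markers was 63.7 in BC.3 and 20.0, 29.7 and 32.7 in the others.

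**Figure D2:**
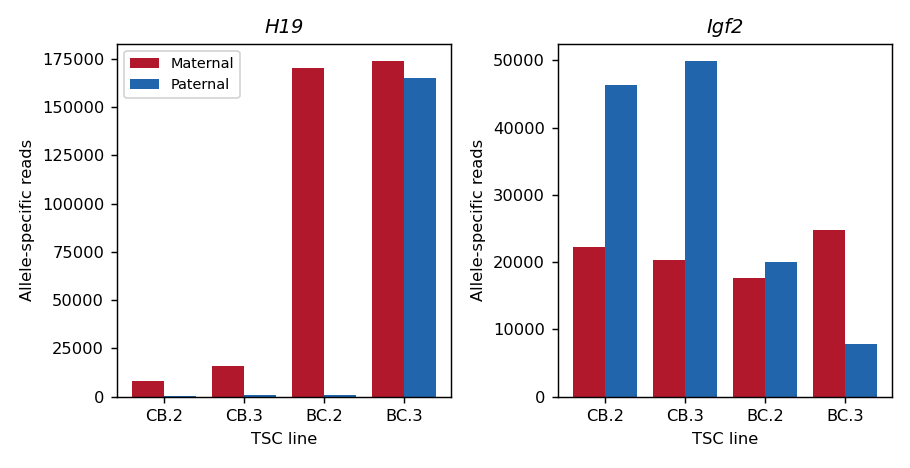
Allele-specific reads (vertical axis, number of reads) of H19 and Igf2 in CB.2, CB.3, BC.2 and BC.3, with 1 bar for the maternal and 1 for the paternal allele. In BC.3 the bars of H19 are of similar height and the maternal bar of Igf2 is the higher.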

Notably, the TSC line that displayed the near equal maternal-to-paternal expression ratio for *H19*, TSC line BC.3, was the same line that displayed a maternal expression bias for *Igf2* (Table 2).

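Osbpl5 and Dhcr7 leaned to 1 parent in CB.x and lay near 50% in BC.x, and the 2 BC.x lines of Impact lay on opposite sides of 50%; differences between the crosses were not tested. Osbpl5, an oxysterol-binding protein gene beyond the Kcnq1ot1 cluster, had maternal shares of 63.6% ± 0.192 (SD, n = 2 lines) in CB.x and 50.6% ± 1.92 (SD, n = 2 lines) in BC.x. Impact, which regulates translation, had 34.4% ± 1.02 in CB.x and 50.6% ± 10.6 in BC.x, that is 43.1% (95% interval 37.6% to 48.7%) in BC.2 and 58.1% (51.5% to 64.5%) in BC.3. Dhcr7, an enzyme of cholesterol synthesis, had 57.8% ± 0.615 in CB.x and 52.2% ± 1.86 in BC.x. Ddc, which encodes DOPA decarboxylase and lies beside Grb10, had 46.1% ± 1.55 in CB.x and 36.5% ± 20.6 in BC.x; its share in BC.3 was 21.9% (16.1% to 29.1%), and units of chromosome 11 had a median Cast share of 63.6% in BC.3. Limma called none of the 4, whether adjusted over all units or adjusted over the list alone (0 at an unadjusted p of at most 0.05 in both crosses), and none with the line as a block or in the quasi-binomial test. The nearest in CB.x was Osbpl5 (adjusted p = 0.133, and 0.894 in BC.x).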

Although no other known imprinted gene displayed a variation in PO bias as dramatic as *Igf2*, a handful of known imprinted genes, such as *Osbpl5*, *Impact*, *Dhcr7*, and *Ddc*, also were expressed with a mild PO bias in only five of six profiled TSC lines and as a result were not detected as significantly biased by edgeR (Table S1). Interindividual variation in imprinted gene expression was observed recently in mule and hinny trophoblast cells (Wang *et al.* 2013b), and its documentation here in mouse TSCs lends support to the idea that such variation may be a conserved feature of genomic imprinting across mammals. Although it remains to be tested in future studies, we speculate that at least some of the variability in imprinted gene expression that we observed in TSCs is due to stochastic variation in levels of DNA methylation or other epigenetic marks at imprinted control regions; this putative variation could have been acquired in cell culture, or may have been naturally present in individual trophoblast cells at the time of TSC derivation. In either case, the observed variation in imprinted gene expression supports the recently proposed notion that genomic imprinting may have evolved as a means to confer robustness to developing embryos during changes in fetal environmental conditions (Radford *et al.* 2011). Further, the presence of such variation supports our strategy to detect consistently imprinted transcripts by profiling PO biased expression across multiple TSC lines.

We detected significant PO expression biases for 17 genes not previously reported to be subject to genomic imprinting, referred to hereafter as candidate imprinted genes (CIGs; Table 3). In general, total expression levels of the CIGs were lower than those of the known imprinted genes. 

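Pdgfb had the highest level among the CIGs, at 16.8 ± 2.25 (SD, n = 4 lines) RPKM over the span, followed by Id1 at 12.1 ± 3.93. Pacrg and Park2, whose spans are long and mostly intronic, had the lowest, at 0.00111 ± 0.000152 and 0.00276 ± 0.000805. Among the known imprinted genes H19 had a level of 2929 ± 3257, Cdkn1c 341 ± 177, Phlda2 266 ± 137 and Peg10 808 ± 264, and Plagl1 0.341 ± 0.243. Over the 17 CIGs the mean of these levels was 2.26 and the median 0.198; over the 28 known genes that could be placed they were 161 and 4.68. On the log10 scale the known genes were higher by 1.23, or 17.0-fold (two-sided permutation test, p = 0.00125). The mean levels themselves differed by 159 without passing that test (permutation p = 0.179), as a few genes such as H19 hold most of the sum.

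**Figure D3:**
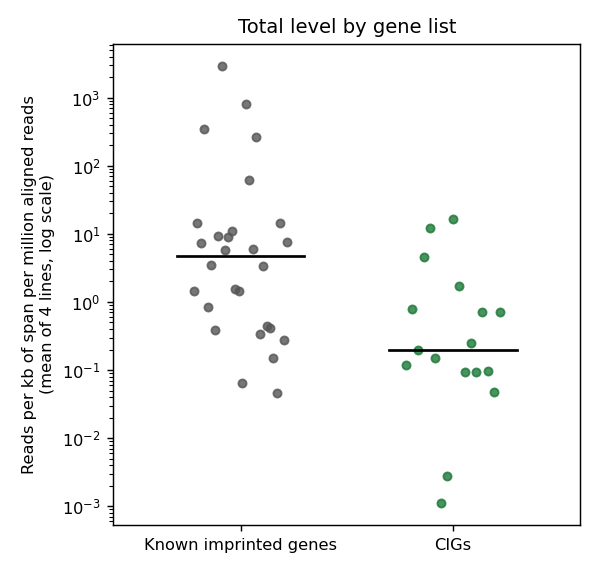
Level of each transcript (vertical axis, RPKM over the span, log scale) for 28 known imprinted genes and 17 CIGs, 1 point per transcript as the mean over 4 lines. The horizontal bars are the medians, 4.68 and 0.198.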

Average and median expression levels for the CIGs were 7.7 and 0.3 RPKM, respectively, compared with 190 and 13.6 RPKM for known imprinted genes (Tables 2 and Table 3). Like that observed for the known imprinted genes, some CIGs, such as *Tsci1* and *Tsci6*, showed strong PO bias in all six TSC lines profiled, whereas others exhibited more mild levels of PO bias (Table 3). For example, *Qk* had an average maternal bias in the CB.x lines of 55%, and an average maternal bias in the BC.x lines of 66%, and all of these values were confirmed via pyrosequencing (Figure 2). 

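Tsci1 and Tsci6 were paternal in all 4 lines. Tsci1 had maternal shares of 6.16% ± 0.241 (SD, n = 2 lines) in CB.x and 11.6% ± 2.79 (SD, n = 2 lines) in BC.x and log2 ratios of -3.69 in CB.x (standard error 0.36, adjusted p = 0.00236) and -3.07 in BC.x (standard error 0.35, adjusted p = 0.00489), and was called. It was no longer called when reads of both strands were counted, in sequencing run 1 alone, or when CB.2, CB.3 or BC.3 was left out. Gab1, which overlaps it on the other strand, is paternal too. Tsci6 had a maternal share of 19.7% (95% interval 11.6% to 31.3%) in CB.2, where only 61 reads covered it, 3.48% (2.00% to 5.98%) in CB.3, 0.892% (0.409% to 1.93%) in BC.2 and 0.859% (0.452% to 1.62%) in BC.3. It passed in BC.x (log2 ratio -6.87, adjusted p = 0.0237) and not in CB.x (log2 ratio -3.26, adjusted p = 0.186), and in both with the line as a block (0.0215 and 0.00730); the difference between the crosses was not tested.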

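Qk and Dact2 are 2 CIGs of chromosome 17 with a mild maternal lean. Qk (ENSMUSG00000062078.7) spans chromosome 17 from 10399335 to 10512226 on the minus strand, and its maternal share was 55.8% ± 0.814 (SD, n = 2 lines) in CB.x and 64.1% ± 0.291 (SD, n = 2 lines) in BC.x. The log2 ratios were 0.51 in CB.x (standard error 0.25, adjusted p = 0.351) and 0.70 in BC.x (standard error 0.25, adjusted p = 0.197) in limma, and Qk was called as maternal with the line as a block (adjusted p = 0.0118 and 0.00658). Dact2 (ENSMUSG00000048826.6), at the far end of the same region from 14332236 to 14340838, had 55.7% ± 1.69 in CB.x and 71.1% ± 0.416 in BC.x, at log2 ratios of 0.50 and 1.14 (adjusted p = 0.435 and 0.0890, and 0.0179 and 0.00362 with the block). For Qk and Dact2 the maternal share was above 50% in each of the 4 lines. In simulated data with a log2 ratio of 1, limma without the block recovered 0 of 67 changed units, with the block 11 and the joint model 46, the last with 10 false calls over all ratios. Those data had a spread of 0.3 between lines on the logit scale in every unit and no strain bias. They therefore do not give the power for Qk or Dact2. In the joint model of the 4 lines Dact2 was called (adjusted p = 0.0410) and Qk was not (adjusted p = 0.0621).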

We speculate that certain genes with mild PO expression biases in TSCs, such as the CIG *Qk*, may not be imprinted in the canonical sense, but may exhibit imprinted expression due to their proximity to strongly imprinted controlling elements that are able to impose a PO expression bias on nearby susceptible genes.

We detected six CIGs that are not currently annotated as transcribed regions or genes in the mm9 or mm10 UCSC builds of the mouse genome (Kent *et al.* 2002). We have provisionally named these transcripts TSC Imprinted (*i.e.*, *Tsci*) 1 through 6 (Table 3 and Figure 3). 

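In mm9, Tsci1 spans chromosome 8 from 83383307 to 83405773 on the plus strand (22467 bp), and 93.8% of it lies within the annotated span of Gab1 on the opposite strand. Tsci2 spans chromosome 11 from 12051323 to 12097365 on the plus strand (46043 bp), 112637 bp from Grb10 and 39246 bp from Cobl. Tsci3 spans chromosome 11 from 51033968 to 51061895 on the plus strand (27928 bp) and covers Gm12569 (ENSMUSG00000061469.2), an annotated gene of the same strand that makes up 5.69% of its length. Tsci2 and Tsci3 lie on chromosome 11, whose units had a median Cast share of 63.6% in BC.3. Tsci4 spans chromosome 12 from 82108796 to 82120245 on the minus strand (11450 bp), 7550 bp from Smoc1 and 39825 bp from Slc10a1. Tsci5 spans chromosome 12 from 110730857 to 110753078 on the minus strand (22222 bp) between Dlk1 and Meg3, 29311 bp from the former and 26133 bp from the latter. Tsci6 spans chromosome 15 from 96980667 to 96997795 on the minus strand (17129 bp), 94280 bp from Slc38a4 and 76710 bp from Amigo2. Their levels were 0.247 ± 0.0586 (SD, n = 4 lines) RPKM over the span for Tsci1, 0.0933 ± 0.0399 for Tsci2, 0.723 ± 0.179 for Tsci3, 0.0983 ± 0.0521 for Tsci4, 0.0482 ± 0.0386 for Tsci5 and 0.704 ± 0.467 for Tsci6.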

A minority fraction of one of these transcripts, *Tsci3*, overlapped with a nonprotein coding gene annotated in the Ensembl genome database, *ENSMUSG00000061469* (Cunningham *et al.* 2014) (yellow box-and-wishbone in Figure 3C). The remaining five *Tsci* transcripts had no corresponding annotations in UCSC, Ensembl, or GENCODE builds of the mouse transcriptome (Kent *et al.* 2002; Harrow *et al.* 2012; Cunningham *et al.* 2014).

**Figure 3:**
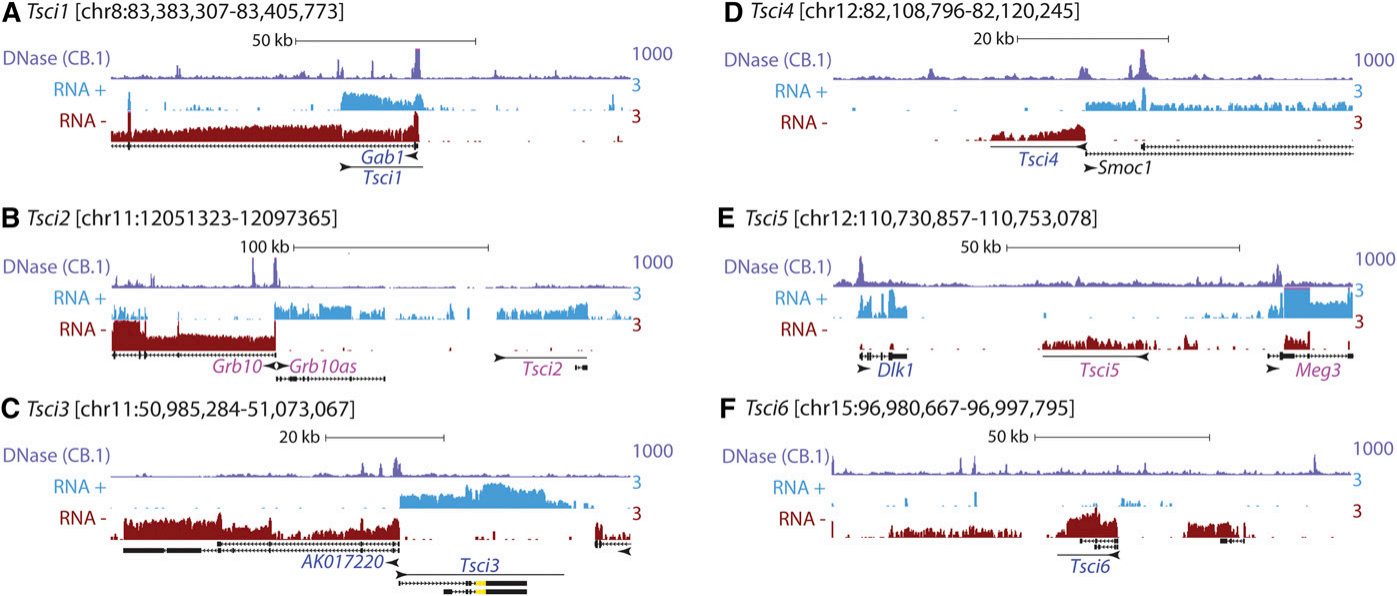
Genomic environment surrounding *Tsci* CIG transcripts. (A−F) Name and genomic coordinates for each *Tsci* transcript relative to UCSC Genome Build mm9. Shown are wiggle density profiles of TSC RNA-Seq data pooled from all six profiled lines, partitioned by matching genomic strand (RNA “+” or “−”), as well as CB.1 DNaseI Hypersensitivity density from (Calabrese *et al.* 2012). The names of the University of California Santa Cruz Known Genes and *Tsci* transcripts are indicated above or below their genomic locations. Transcript names in pink and blue signify genes expressed with significant maternal and paternal biases in TSCs, respectively. Arrowheads indicate direction of transcription detected via RNA-Seq. Box-and-wishbone structures indicate splice-forms annotated in the UCSC database or those detected via Cufflinks analysis of pooled TSC RNA-Seq data. RNA-Seq read count density has been log-10 transformed, DNaseI I read count density has not. In (C), the yellow portion of the box-and-wishbone structure of *Tsci3* corresponds to the location of the Ensembl noncoding Gene, *ENSMUSG00000061469*. CIG, candidate imprinted genes. TSC, trophoblast stem cell.

We assessed the coding potential of the six *Tsci* transcripts using two prediction algorithms, CPAT and CPC, and found that the *Tsci3* transcript has potential to encode for a 225 amino acid hypothetical protein that does not appear to be conserved in human (Kong *et al.* 2007; Wang *et al.* 2013a). Notably, *Tsci3* was transcribed divergently from another hypothetical protein, *AK017220*, which itself was detected as a CIG in TSCs (Table 3). 

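AK017220 (ENSMUSG00000086646.1) spans chromosome 11 from 51003334 to 51033915 on the minus strand and is the divergent neighbour of Tsci3. Both were paternal in CB.2 and CB.3. AK017220 had maternal shares of 2.19% (95% interval 0.747% to 6.24%) and 0.725% (0.128% to 3.99%), and Tsci3 of 3.11% (1.65% to 5.81%) and 0.350% (0.0617% to 1.95%). In BC.3 they were paternal too, AK017220 at 7.25% (4.44% to 11.6%) and Tsci3 at 9.59% (7.17% to 12.7%), but in BC.2 the shares were 56.2% (49.5% to 62.8%) and 46.9% (42.3% to 51.6%). Units of chromosome 11 had a median Cast share of 63.6% in BC.3 and of 43.2% in BC.2. With this spread between the BC.x lines limma called neither: adjusted p = 0.0570 in CB.x and 0.196 in BC.x for Tsci3, adjusted p = 0.0721 in CB.x and 0.283 in BC.x for AK017220. Without BC.2 AK017220 was called and Tsci3 was not.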

We suggest the remaining five *Tsci* transcripts are putative lncRNAs given their length of greater than 200 nucleotides and their lack of coding potential. One of these transcripts, *Tsci2*, has a transcribed counterpart in its syntenic human region, the GENCODE lncRNA RP4-724E13.2 (Harrow *et al.* 2012); the other five do not.

Our identification the *Tsci* transcripts supports efforts put forth by the ENCODE consortium and others to perform RNA-Seq across large panels of cell and tissues (Yue *et al.* 2014). LncRNAs are known to be expressed with a tissue specificity equal to that of protein coding genes (Cabili *et al.* 2011; Derrien *et al.* 2012), but at present their locations in genomes cannot be predicted, and thus their existence must be determined via empirical measurement. On the basis of our discovery of the *Tsci* transcripts in this work, it seems likely that continued RNA-Seq profiling in rare or understudied cell populations might also uncover new lncRNAs. By this same logic, similar profiling efforts performed in F1-hybrid backgrounds may uncover additional tissue-specific imprinted transcripts.

Consistent with the tendency of imprinted genes to be localized within clusters in the genome, 13 of 17 CIGs were located near known imprinted genes or other CIGs (Figure 3 and not shown). These include the *R74862* lncRNA, located within the cluster of maternally biased genes surrounding the *Kcnq1ot1* lncRNA, *Gab1* and *Tsci1*, which are divergent transcript pairs, *Tsci2*, located adjacent to *Grb10* and *Grb10as*, *AK017220* and *Tsci3*, also divergent transcript pairs, *Tsci4*, located between the known imprinted genes *Dlk1* and *Meg3*, and six CIGs surrounding the known imprinted genes *Pde10a* and *Airn* (*1700010I14Rik*, *Qk*, *Pacrg*, *Park2*, *Mas1*, and *Dact2*).

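R74862, Pde10a and Tsci5 were maternal in all 4 lines beside other imprinted genes. R74862 (ENSMUSG00000059277.6) spans chromosome 7 from 150207688 to 150239273 on the minus strand in the Kcnq1ot1 cluster, with maternal shares of 85.1% ± 3.64 (SD, n = 2 lines) in CB.x and 72.2% ± 0.262 (SD, n = 2 lines) in BC.x. It passed in CB.x and missed in BC.x (adjusted p = 0.00829 in CB.x and 0.0892 in BC.x, limma; 0.00730 and 0.0259 with the line as a block). Pde10a, a phosphodiesterase gene, and 1700010i14rik open a region of chromosome 17 that runs through Qk, Pacrg, Park2, Slc22a3, Igf2r, Airn and Mas1 to Dact2. Pde10a had 87.0% ± 1.94 in CB.x and 75.4% ± 2.32 in BC.x (adjusted p = 0.0155 in CB.x and 0.109 in BC.x; 0.00239 and 0.00589 with the block), and 1700010i14rik had between 25 and 67 reads per line and 87.3% ± 4.74 in CB.x and 85.1% ± 21.1 in BC.x, called in neither fit. Tsci2 had 78.5% ± 2.54 in CB.x and 96.2% ± 3.20 in BC.x (adjusted p = 0.106 in CB.x and 0.00878 in BC.x; 0.0310 and 0.00918 with the block); it lies on chromosome 11, whose units had a median Cast share of 63.6% in BC.3. Tsci5 had 98.3% ± 2.36 in CB.x and 99.3% ± 1.06 in BC.x, with log2 ratios of 4.66 in CB.x (standard error 1.01, adjusted p = 0.0555) and 5.18 in BC.x (standard error 0.97, adjusted p = 0.0327) and adjusted p of 0.00719 and 0.00504 with the block. Tsci4 had no maternal read in CB.2 (0 of 40, which allows up to 7.50%) or CB.3 (0 of 45, up to 6.67%), and 2 of 13 reads in BC.2 and 14 of 29 in BC.3 were maternal; it passed in CB.x alone (adjusted p = 0.00579 in CB.x and 0.393 in BC.x). Whether the crosses differ was not tested for these transcripts.

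**Figure D4:**
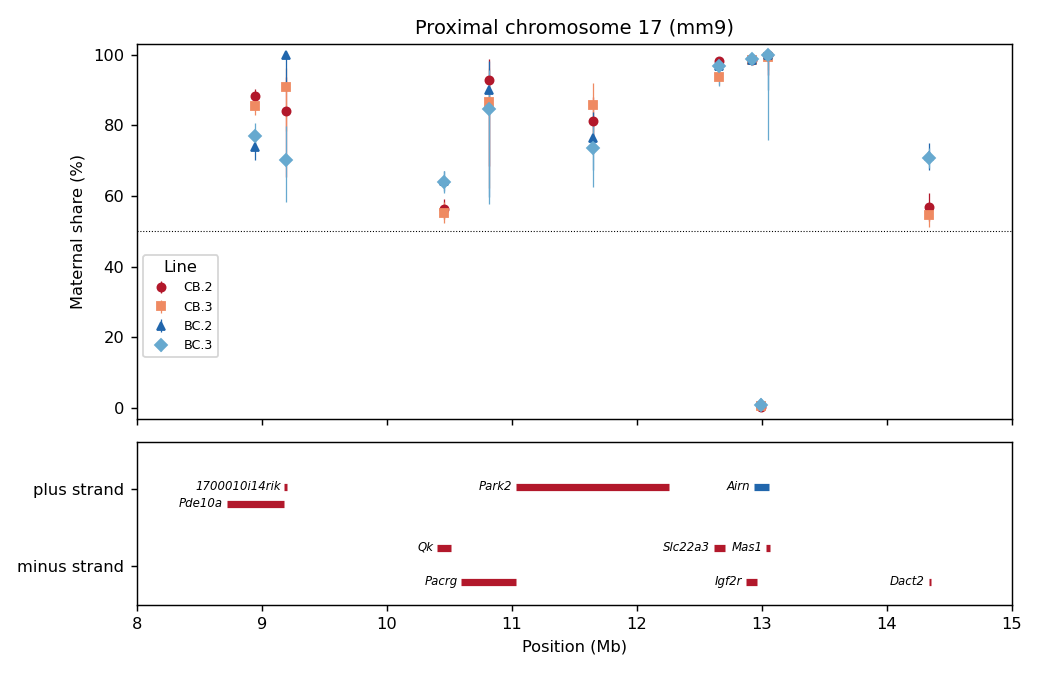
Maternal share (upper panel, percent, with 95% Wilson intervals) in CB.2, CB.3, BC.2 and BC.3 of 10 transcripts along chromosome 17, placed at the middle of each span (horizontal axis, Mb of mm9), and the spans by strand (lower panel; red where the shares are above 50%, blue where they are below). Only Airn lies below the dotted line at 50%.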

We next examined the 24 maternally and paternally biased genes, respectively, for significant enrichment in functional ontologies using the DAVID tool (Huang da *et al.* 2009), and found none after correction for multiple testing. However, visual inspection of the list of PO biased genes yielded at least two notable insights. Foremost, six of the 17 CIGs are associated with human disease. These include *Id1* (prostate cancer), *Pdgfb* (dermatofibrosarcoma protuberans, meningioma), *Qk* (schizophrenia, 6q terminal deletion syndrome), *Pacrg* (Parkinson’s disease, leprosy), *Park2* (Parkinson’s disease, cancer), and *Mas1* (hypotension, cancer) (Rebhan *et al.* 1998; OMIM 2013). Collectively, these six genes either had weak PO biases or were lowly expressed and it is not immediately clear what biological role if any their candidate imprinting plays in TSCs (Table 3). Nevertheless, it remains possible that in certain scenarios or cell types their PO expression bias may fluctuate to fulfill a physiologically important function.

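Pacrg, which shares a promoter region with Park2, and Mas1, a G protein-coupled receptor gene whose span overlaps Airn on the other strand, were weakly read but maternal in every line. Pacrg spans chromosome 17 from 10595877 to 11033057 on the minus strand and had maternal shares of 89.8% ± 4.38 (SD, n = 2 lines) in CB.x and 87.3% ± 3.81 (SD, n = 2 lines) in BC.x over only 10 to 15 allele-specific reads per line. Its log2 ratios were 2.97 in CB.x (standard error 0.45, adjusted p = 0.0166) and 2.29 in BC.x (standard error 0.46, adjusted p = 0.0407). It was lost when duplicates were counted once, when both strands were counted, when no CPM filter was used, when any 1 of the 4 lines was left out, in sequencing run 2 alone and in the quasi-binomial test. Mas1 had 99.6% ± 0.570 in CB.x and no paternal read in BC.2 (0 of 34, which allows up to 8.82%) or BC.3 (0 of 12, up to 25%), with log2 ratios of 6.86 in CB.x (standard error 0.80, adjusted p = 0.00579) and 5.21 in BC.x (standard error 0.87, adjusted p = 0.0225); it was lost when any 1 line was left out and when both strands were counted. Neither gene passed the filter at 5 CPM or in sequencing run 1 alone. Park2, which encodes a ubiquitin ligase, had 83.5% ± 3.11 in CB.x and 75.0% ± 2.02 in BC.x (adjusted p = 0.0380 in CB.x and 0.143 in BC.x, limma; 0.00836 and 0.0184 with the line as a block). Id1, an inhibitor of helix-loop-helix factors, was covered by 91 to 156 reads per line, with 34.4% ± 1.21 in CB.x and 25.4% ± 14.2 in BC.x (adjusted p = 0.372 in CB.x and 0.0846 in BC.x). Pdgfb, a growth factor gene, had the mildest lean, with 40.4% ± 2.54 in CB.x and 46.5% ± 3.24 in BC.x (adjusted p = 0.251 in CB.x and 0.310 in BC.x), and was called with the block (0.0342 and 0.0395).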

Second, we found that 19 known and CIGs expressed in TSCs are nonprotein coding and/or have potential to express microRNAs, supporting the notion that noncoding RNAs play integral roles in aspects of TSC biology. In total, 16 of 48 genes expressed with significant PO bias in TSCs appeared to be lncRNAs. Of these 16 lncRNAs, only the *Kcnq1ot1* and *Airn* lncRNAs were surrounded by genes with opposing imprints (*i.e.*, a paternally biased lncRNA surrounded by maternally biased genes), suggesting the remaining 14 lncRNAs have biological functions other than localized, allele-specific transcriptional repression. 

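Kcnq1ot1 has no span of its own in the annotation used, but reads antisense to Kcnq1, where it is transcribed, were mainly paternal. Their level was 0.224, 0.170, 0.111 and 0.0461 RPKM over the span in CB.2, CB.3, BC.2 and BC.3, and their maternal share 7.30%, 8.31%, 14.4% and 6.10%. On chromosome 7 from 150420001 to 150490000 on the minus strand, 7 windows were called paternal, at median log2 ratios of -5.89 in CB.x and -6.84 in BC.x and with 0.205%, 5.61% and 0.390% maternal reads in CB.2, CB.3 and BC.2 and none of 295 in BC.3. Cdkn1c, Phlda2, Tssc4, Cd81 and Ascl2, on its sides, leaned to the mother, as did Igf2r, Slc22a3, Mas1 and Park2 beside the paternal Airn. Some other noncoding transcripts had the bias of a neighbour: Tsci1 and Gab1 were both paternal, as were AK076687 and Sfmbt2, while Tsci5, Meg3 and Mirg were all on the maternal side. From the absence of opposing imprints around the other lncRNAs, the paper proposes that these act in ways other than silencing genes nearby on 1 allele.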

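Sfmbt2 holds by far the most annotated microRNAs of these hosts. Its span on chromosome 2 from 10292137 to 10516880 contains 119 microRNA genes on its own strand, and its level was 2.12, 3.68, 3.87 and 4.00 RPKM over the span in CB.2, CB.3, BC.2 and BC.3. Mirg, on chromosome 12 from 110973191 to 110987665, contains 9, and Meg3, from 110779211 to 110809936, contains 2. H19 and Mest, the latter on chromosome 6 from 30673547 to 30698457, contain 1 each. No microRNA was annotated within the span of Usp29, which is only 2610 bp long in this annotation. Together the 6 spans hold 132 microRNA genes in GENCODE vM1, counted on the strand of the host. Mature microRNAs were not measured in these libraries.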

Three known imprinted lncRNA transcripts expressed in TSCs are embedded with microRNAs (*H19*, *Mirg*, and *Meg3*), as are the introns of an additional three imprinted, expressed protein coding genes (*Sfmbt2*, *Mest*, *Usp29*). In total, these six transcripts encode for 60 known microRNAs (Table 4).

**Table 4:** Imprinted genes expressed in TSCs that encode miRNAs

Host Gene	miRNAs
*Sfmbt2*	*miR669a-3*, *miR467d*, *miR669a-2.5*, *miR297b*, *miR669a-2.2*, *miR669e*, *miR669a-2.9*, *miR467a-1.9*, *miR466*, *miR466g*, *miR467a-1.5*, *miR4660*, *miR669a-2.8*, *miR467a-1.10*, *miR297a-3*, *miR669a-2.7*, *miR467a-1.1*, *miR669h*, *miR669a-2.1*, *miR669g*, *miR669a-1*, *miR699p-1.1*, *miR669c*, *miR467a-1.6*, *miR669m-1*, *miR669a-2.4*, *miR669a-2.10*, *miR699p-1.2*, *miR467a-1.2*, *miR669k*, *miR467a-1.8*, *miR669a-2.6*, *miR467a-3*, *miR669a-2.3*, *miR669i*, *miR467a-1.7*, *miR669b*, *miR467b*, *miR669j*, *miR467a-1.3*, *miR467a-1.4*
*Mest*	*miR335*
*Usp29*	*miR3099*
*H19*	*miR675*
*Meg3*	*miR1906-1*, *miR770*
*Mirg*	*miR377*, *miR134*, *miR496*, *miR154*, *miR412*, *miR485*, *miR382*, *miR410*, *miR668*, *miR3072*, *miR453*, *miR409*, *miR541*, *miR369*

TSCs, trophoblast stem cells, miRNA, microRNA.

Proper imprinted gene expression is essential for mammalian development and its misregulation plays major roles in several human diseases, including many types of cancers and Beckwith-Wiedemann, Silver-Russell, Angelman, and Prader-Willi syndromes (Butler 2009; Barlow 2011; Ferguson-Smith 2011; Garfield *et al.* 2011; Lee and Bartolomei 2013). The focused study of the mechanisms by which imprinted gene expression is established and maintained may therefore yield important insights into human development and the molecular etiology of these diseases, and, more broadly, may shed light on important principles that govern the epigenetic regulation of gene expression.

We report the first genome-wide assessment of imprinted gene expression in mouse TSCs. 

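The Airn region held the most calls of the 3 clusters listed. Of its 12 genes 10 were tested, and limma called Igf2r, Mas1 and Pacrg as maternal and Airn as paternal; 7 were called when adjusted over the list alone and 9 with the line as a block. In the Kcnq1ot1 cluster 11 of 13 genes were tested and Tssc4 alone was called; 4 were called when adjusted over the list alone and 4 with the block. Kcnq1 itself had maternal shares of 77.4% ± 1.18 (SD, n = 2 lines) in CB.x and 61.5% ± 16.3 (SD, n = 2 lines) in BC.x over 26 to 92 reads. Toward the end of the cluster Nap1l4 had 42.2% ± 0.173 in CB.x and 63.8% ± 1.39 in BC.x and Tnfrsf23 41.1% ± 17.3 in CB.x and 88.8% ± 6.12 in BC.x, Nap1l4 with more B6 reads in each of the 4 lines and Tnfrsf23 in 3 of them; both passed in BC.x alone (adjusted p = 0.0340 and 0.0463), while Nap1l4 was called as strain-biased in the quasi-binomial test and, over the list alone, with the line as a block, and whether the crosses differ was not tested. In the Dlk1 and Meg3 cluster Dlk1 was maternal in all 4 lines: 99.5% (95% interval 97.2% to 99.9%), 93.1% (89.8% to 95.4%), 93.8% (83.2% to 97.9%) and 98.1% (90.2% to 99.7%) in CB.2, CB.3, BC.2 and BC.3, at log2 ratios of 5.49 in CB.x (standard error 0.87, adjusted p = 0.0196) and 4.30 in BC.x (standard error 1.09, adjusted p = 0.0822) and 48 to 319 reads per line. Limma called none of the 4 genes tested there (2 at an unadjusted p of at most 0.05), 2 when adjusted over the list alone, 3 with the block and 4 in the quasi-binomial test. The study chose many of these genes on these libraries, so the counts over the lists are not independent evidence.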

Our data indicate that TSCs are robustly subject to genomic imprinting, including in regions known to be silenced by the imprinted lncRNAs *Kcnq1ot* and *Airn*, similar to that observed in prior studies examining TSC imprinted expression via single gene assays (Lewis *et al.* 2006; Fedoriw *et al.* 2012b; Miri *et al.* 2013). TSCs also expressed high levels of several imprinted lncRNAs and transcripts that are known microRNA precursors, including *H19*, *Mirg*, and *Meg3*, suggesting an integral role for noncoding RNA in TSC biology. 

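H19, Meg3 and Mirg were expressed at very different levels in the 4 lines. H19 stood at 208, 354, 4208 and 6948 RPKM over the span in CB.2, CB.3, BC.2 and BC.3. Meg3, a lncRNA of chromosome 12, stood at 0.0490, 0.738, 9.42 and 25.9, and Mirg, downstream of it, at 0.0196, 0.116, 1.72 and 4.29. All 3 were higher in both BC.x lines than in both CB.x lines, which with 2 lines against 2 has an exact permutation p of 0.333, the smallest that this design allows. Of the other hosts of microRNAs, Rian had levels of 0.00680, 0.144, 2.12 and 5.79. Reads of the mitochondrial genome, at 413298, 376080, 1315995 and 2198614 in CB.2, CB.3, BC.2 and BC.3, split the lines in the same way. That genome comes from the mother, Cast in CB.x and B6 in BC.x, so its reads may map differently between the crosses. They therefore cannot decide whether the split is particular to these genes.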

Our allele-specific expression maps and the F1-hybrid TSCs from which they were derived represent a resource to dissect the mechanisms that cause imprinted gene expression in the mouse, and the cell autonomous roles that imprinted genes play in TSC biology.

How the deposited data were processed for this re-analysis (not part of the article)

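RNA of 4 F1 hybrid TSC lines was analysed: CB.2 and CB.3 with a Cast mother, BC.2 and BC.3 with a B6 mother. Each line gave 1 strand-specific library, sequenced in 2 runs (HiSeq and NextSeq500 in the Methods), so the lines are the replicates, n = 2 per cross. CB.1 and BC.1 come from an earlier study and were not analysed here.

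For each line the authors give a list of aligned reads, 1 line per read with its start, end and strand, and a list of reads over SNPs, 1 line per read with its start, 1 SNP position and the strain whose base it carries. The authors aligned reads with Bowtie (no version given) to mm9 and to an in silico Cast genome, and kept unique alignments. Neither list holds counts per gene, quality values or read names. Each list is made of 2 blocks, taken as the 2 runs; the aligned reads of the first were 13656972, 13841084, 12562924 and 14782991 and of the second 32154606, 36807299, 35089638 and 41015788 in CB.2, CB.3, BC.2 and BC.3. The read strand is opposite to that of the transcript, as seen from H19.

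Reads were counted in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3) over 26213 gene spans of GENCODE vM1 (mm9 coordinates, introns included, on the strand of the gene) and the 17 spans of Table 3, 26230 units in all. A gene span that overlapped a Table 3 span of the same strand by 90% or more was joined with it. A read over 1 SNP counts once for 1 allele. Levels are RPKM over the span, or over exons where stated, from all aligned reads of the matching strand.

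Autosomal units whose 2 alleles summed to more than 1 CPM in each line were tested. Counts of the 8 allele libraries were scaled by TMM, weighted by voom and fitted with limma 3.58.1 in R 4.3.3, with 4 groups (cross by allele) and no block; p-values were adjusted by Benjamini and Hochberg within each cross. Maternal against paternal is the contrast within each cross, and a unit was called where both adjusted p were at most 0.05. The same parent favoured in both crosses makes a PO bias and the same strain a strain bias. A joint model took line, strain and parental origin as terms. Residual degrees of freedom were 4 without the block, 2 with the line as a block and 2 when 1 line was left out. In the latter the lone line of a cross is assumed to vary like the other groups. The plan named a quasi-likelihood test on counts. Voom and limma took its place, because tests of that kind were kept for deposited counts and the files give reads.

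The alleles of a line come from 1 library, so the pairing is given by the design. As a check, deviations of the 2 alleles from their group means correlated at 0.50 in CB.x and 0.55 in BC.x over 12859 units. The fit with the line as a block is given beside each result whose call it changes. Shares of maternal reads per line have 95% Wilson intervals, and a count of 0 is given with the limit that 3 counts would set. Differences between the 2 lines of a cross were tested by Fisher's exact test (scipy 1.17.1), and levels of the lists by a permutation test with 100000 permutations. Figures were drawn with matplotlib 3.10.9.

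The fits were tested on simulated data, with a spread of 0.3 between lines on the logit scale in every unit and no strain bias. At a log2 ratio of 2, 28 of 67 changed units were recovered without the block, 56 with it and 8 by the quasi-binomial test; at 4 these were 59, 66 and 29 of 66. None of these 3 fits called an unchanged unit. The joint model recovered 46, 66 and 66 at ratios of 1, 2 and 4, with 10 false calls over the 3 ratios, in 1 simulated data set.

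The alternatives chosen before the data were examined were RLE size factors, 1 library size per line, no CPM filter or 5 CPM, reads of both strands, duplicates counted once, the line as a block, each line left out in turn, shares scaled by the genome-wide Cast to B6 ratio, sums in place of medians per chromosome, and 20% in place of 10% for X-linked units. Added after the data were seen were a quasi-binomial test of the maternal share, each sequencing run alone, chromosome 11 left out, the block together with duplicates counted once, windows of 10000 bp and levels per kb of exon.

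Named are the genes of Tables 1 to 3 and of the Results that could be placed, up to 20 further units called PO-biased, the 10 strain-biased units with the largest log2 ratios, and lists written from general knowledge: the Kcnq1ot1, Airn and Dlk1 to Meg3 clusters, other imprinted genes, markers of stem and differentiated trophoblast, of feeder fibroblasts and of other lineages, and genes that escape X inactivation. The rule was fixed before the counts were made, but the values in Tables 2 and 3 had been read in the paper. AK076687 was placed as Gm13261 after the counts were seen, since the paper describes it as antisense to Sfmbt2 and its read counts in Table 2 are those of this gene to within 1 read. Kcnq1ot1, Grb10as and Peg13 were left out because they have no span in the annotation. D7ertd715e was left out because its synonym there is a very short span with no allele-specific read. The X and Y chromosomes were left out of the tests and described by shares and counts. Imprinting of the human orthologs, DNA methylation and the pyrosequencing signals themselves were not analysed here.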

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

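Of the tests reported here, the comparison of sequencing runs, duplicate reads in Cdkn1c and the level of Kcnq1ot1 were planned, and the others (an extra copy, reads of another line, bins of 20 Mb, RNA of feeder cells, a male line, cells without imprinted expression, distinct positions of paternal reads) were chosen only after the results were seen. All patterns weighed rest on single lines, and since the design names no condition that sets 1 line apart, no condition was tested as a biological explanation.

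Chromosome 11 stood out in its allele balance, mostly in genes the paper does not discuss. Its units had a median Cast share of 63.6% in BC.3 and 43.2% in BC.2, against 46.8% and 47.3% in CB.2 and CB.3. Medians of the other autosomes lay at 45.5% to 48.5%, and their largest gap from their mean in BC.3 was 1.27 points. This gap argues against reads of a mouse of 1 strain. It cannot decide on reads of another hybrid line, as these autosomes had a mean Cast share of 47.3% to 47.5% in every line. The 0.838 points between the 2 sequencing runs of BC.3 argue against the run. In bins of 20 Mb, BC.3 departed from the median of the other lines by over 4 points only on chromosome 11 (15.7 to 17.6) and at the start of chromosome 17 (-8.22, where the CB.x and BC.x lines differ); in BC.2 departures of 10.2 on chromosome 4 from 140000001 to 160000000 and of 7.31 on chromosome 5 from 140000001 to 160000000 show regional shifts that the medians of whole chromosomes hide. A candidate explanation is an extra paternal copy of chromosome 11 in BC.3: the median log2 level of the Cast allele was 0.97 above that in the CB.x lines while that of the B6 allele was -0.0188, and 2 Cast copies to 1 would give 64.0% where 1 to 1 gives 47.0%. In BC.2 both alleles were higher, the B6 allele by 0.49 and the Cast allele by 0.26, which 1 extra maternal copy in every cell (30.8%) would not give; a mixture of cells was not tested. Among the genes concerned are Grb10, Tsci2, Tsci3, Zrsr1, Ddc, AK017220 and AK010368.

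Reads of Y-linked genes and of Xist set BC.2 apart, again in genes the paper leaves out: Ddx3y had 0, 2, 2348 and 2 reads, Uty 1, 1, 1420 and 1 and Xist 187195, 162853, 468 and 90760 in CB.2, CB.3, BC.2 and BC.3. X-linked units with over 10% paternal reads numbered 19, 26, 9 and 47 of 396. RNA of male feeder cells in a line with 1 X chromosome is argued against: of the 8 feeder markers with reads none was highest in BC.2 (median log2 level against the highest other line -0.91), the collagen genes Col1a1, Col1a2 and Col3a1 had 0.547, 0.0691 and 0.0475 RPKM over exons there against 8.94 of Ddx3y, and cells were preplated to deplete feeders; RNA of other male cells was not tested. A candidate explanation is that BC.2 is a male line: the 10 units over 10% paternal in the other 3 lines had a median of 0.232% in BC.2, and all but Xist (6.21% of 145 reads) and Zcchc16 (50% of 10) were below 1%. Eif2s3y, a further Y-linked gene, had 0, 1, 663 and 0 reads in CB.2, CB.3, BC.2 and BC.3, and the whole Y chromosome 164, 429, 5114 and 277. Against a male line, Kdm5d, also Y-linked, had 0, 2, 1 and 1 reads. Usp9y had only 10 in BC.2, and 0 in CB.2, CB.3 and BC.3. Mid1 had its highest paternal share in BC.2, and whether that speaks for or against a male line was not tested. The sex of the lines is not among the sample labels, so a male line stays a hypothesis.

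Cdkn1c, Phlda2 and Slc22a18 had 23.5%, 27.8% and 27.4% paternal reads in BC.2, above the other lines. Duplicate reads are argued against as the cause: paternal reads in BC.2 began at 221, 107 and 81 distinct positions, where no other line had more than 13, 24 and 30 paternal reads in all, a ratio of at least 2.70; the share of Cdkn1c with duplicates counted once, 45.6%, decides nothing alone, as that count saturates (485 of 9048 reads left). Less Kcnq1ot1 transcription was not decided. Antisense reads over Kcnq1 lay within the range of the other lines, below both CB.x lines and 1.27 on the log2 scale above BC.3, which kept Cdkn1c maternal. A comparison with the lowest line could not show a loss in a part of the cells, so no conclusion is drawn from it. RNA of cells of the same kind without imprinted expression is argued against, since 14 of 37 genes of Tables 2 and 3 outside the cluster, such as Igf2r (1.41%) and Mest (0.501%), had shares in BC.2, for the parent less read by the tables, with upper limits below 8.03%, where the smallest rise over the other lines in the 3 genes was 16.1 points; the chromosome 11 genes Zrsr1, AK017220 and Tsci3 went the other way (16.9%, 56.2% and 46.9%), and cells of another kind were not tested. The DNA methylation of the control region was not measured.

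Between the crosses, limma called 418 units strain-biased (2184 with the line as a block). Of the genes that the paper calls neutral or strain-biased, Wt1, Ube3a, Pon2, Klf14, Atp10a and Art5 had maternal shares on opposite sides of 50% in all lines of the 2 crosses: CB.x minus BC.x was -24.0, 2.72, -64.8, 32.0, 46.7 and -65.1 points, and these differences were not tested. Mcts2, which stands in neither Table 2 nor Table 3, had a mean maternal share of 8.93% over the 4 lines. In windows of 10000 bp, 5 PO-biased regions lay outside the transcripts of Tables 2 and 3 that were placed. Kcnq1ot1, Grb10as and D7ertd715e of Table 2 were not placed and are not told apart from these. Nor are Igf2r reads of the wrong strand told apart from the region opposite Igf2r.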

How the results depend on the processing

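The quasi-binomial test, the sequencing runs taken alone, chromosome 11 left out, the block with duplicates counted once and exon length were chosen only after the results were seen; the cause was not tested for any change given here, apart from the alternatives' own construction. The 15 PO-biased units became 32 with the line as a block, 33 in the quasi-binomial test, 30 with the block and duplicates counted once, and 0 to 13 when 1 line was left out, where fewer lines remain (at an unadjusted p of at most 0.05 limma gave 29 without CB.2 and 29 without CB.3); under RLE size factors, 1 library size, no filter, 5 CPM, both strands, duplicates counted once, either run and no chromosome 11 they numbered 12 to 17. The 418 strain-biased units became 2184, 2190 and 1981 under the same 3 fits, 202 in run 1 alone and 0 to 257 without 1 line (814 and 746 at an unadjusted p without CB.2 and CB.3). Of Table 3, 3 calls became 11, 10 and 9 under these fits, 1 at 5 CPM, 1 with both strands, 0 in run 1 alone (5 at an unadjusted p) and 0 to 2 without 1 line; of Table 2, 11 became 20, 22 and 18, and 0 to 10 without 1 line. The 15 units of the joint model became 6 without the filter, 5 at 5 CPM, 31 without chromosome 11 and 0 to 1099 without 1 line. In that model the 7 assignments of maternal and paternal are too few for a share under 0.05. As many calls as the real one or more came from 2 of them, the real one included, with 15 for the real and 867 for the highest other. In the latter the alleles of BC.2 are swapped, so that the parental term sets BC.3 against the other lines. It thus points to a structure of the samples. BC.3 is also the line in which units of chromosome 11 had a median Cast share of 63.6%. The mean distance of maternal shares from 50% was 37.2 points, 33.5 with duplicates counted once and 34.5 with both strands. The lists differed in mean level by 159 without passing the test, and by 1.29 on the log10 scale with exon length. As sums of reads, with Xist included, X chromosome shares were 82.4, 82.9, 99.1 and 86.0% maternal in CB.2, CB.3, BC.2 and BC.3, against medians of 99.7, 99.1, 100 and 99.5%. With duplicates counted once, the maternal share of chromosome 11 was 56.3% in BC.2 and 41.0% in BC.3 (56.8 and 36.4% otherwise). In that count X-linked units over 10% paternal numbered 31, 46, 10 and 61 of 425 in CB.2, CB.3, BC.2 and BC.3, against 19, 26, 9 and 47 of 396 otherwise. Over all reads, those over 20% numbered 10, 15 and 27 in CB.2, CB.3 and BC.3. No log2 ratio or mean share over the lines of a called gene changed sides; with duplicates counted once, which levels abundant transcripts, H19 in BC.3 went from 51.3 to 49.5% and Pdgfb in BC.2 from 48.8 to 50.8%. Of the log2 ratios, 446 kept their side of the threshold, 44 gained and 54 lost a call, and of the shares 122 stayed within the spread and 16 moved. A Wald test and likelihood ratio tests on counts, in 1 fit or per cross, were not run, as such tests were kept for deposited counts; 5-kb and 25-kb windows do not apply to units that are genes. Depth limits the transcripts with few allele-specific reads: Pacrg had 10 to 15 per line.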

Differences from the paper's values

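The quasi-binomial test and exon length, given below, are tests chosen only after the results were seen; the other alternatives were set before the data were examined. The paper used edgeR's likelihood ratio test on 6 lines, and the values here come from limma on 4 lines, at the same adjusted p of 0.05 in both crosses and the same filter of 1 CPM.

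The paper counts 48 PO-biased genes and 15 were called here. With the line as a block there were 32, within 1.5 times the paper's count; the other alternatives set beforehand gave 0 to 17 and still differ. For the paper's 24 maternal genes 5 were called here (17 with the block, which no longer differs, and 0 to 7 otherwise), and for the paper's 24 paternal genes 10 (15 with the block, which still differs, as do the others at 0 to 10). Of the paper's 31 known genes 11 were called (20 with the block, and 0 to 12 otherwise, all of which differ), and of the paper's 17 CIGs 3 (11 with the block and 0 to 4 otherwise, all of which differ). The quasi-binomial test, chosen after seeing the values, gave 33, 22 and 10 for all, known and candidate genes, of which only the last still differs, and dropped Pacrg.

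Of the genes that the paper calls and limma without the block did not, the block called Ascl2, Cd81, Meg3, Mirg, Pde10a, Slc22a3, R74862, Tsci2, Tsci5, Qk, Park2 and Dact2 as maternal and Mest, Snrpn, Plagl1, Pdgfb and Tsci6 as paternal. Reads of both strands called Snrpn and Tsci5, and 1 library size per line called Cd81 and Tsci5. Leaving out BC.3 called H19, leaving out BC.2 called Cdkn1c, Slc22a18 and AK017220, and the quasi-binomial test, chosen after seeing the values, also called Cdkn1c.

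The paper gives the CIGs an average of 7.7 and a median of 0.3 RPKM, against 2.26 and 0.198 here per kb of span, and the known genes a median of 13.6, against 4.68 here. Without CB.2 and without CB.3 the median of the CIGs was 0.205 and 0.210, which no longer differs; without BC.2 and without BC.3 it still does, and the other values differ without any of the lines. Per kb of exon where exons are annotated, a scale added after seeing the values, the average and median of the CIGs were 8.56 and 0.550 and the median of the known genes 11.9. The paper counts 60 microRNAs within the 6 host transcripts, and GENCODE vM1 has 132 here; no alternative was set for this count.

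Of 184 maternal percents of the paper's tables, over 46 transcripts, 175 lay within 2 points of the values here. Besides Usp29 and Tsci1, values more than 2 points below those of the paper were found for Zrsr1 in BC.2 (16.9% here), Tsci2 in CB.2 (80.3%) and Tsci5 in CB.3 (96.7%). For Usp29, whose annotated span is far shorter than the transcript, the paper has 1.7% in CB.2, 2.2% in CB.3 and 42.3% in BC.3, against 11.1%, 20% and 100% here, and 16.9% in BC.2 against 28.6% of only 14 reads, whose interval of 11.7% to 54.6% includes it; with both strands BC.3 had 80%, which no longer differs, and CB.2 and CB.3 differ with both strands, duplicates counted once or scaled shares. For Snrpn the paper has 0.5% in CB.2 and 1.4% in CB.3, against 0 of 205 reads (up to 1.46%) and 0.694% here; with duplicates counted once CB.3 had 1%, which no longer differs, and in CB.2 every alternative gave 0 as well, though the limit of that count includes the paper's value, so no difference is shown there. For Zrsr1 the paper has 0.4% in CB.2 and 0.4% in CB.3, against 0 of 61 (up to 4.92%) and 0 of 82 (up to 3.66%) here, and for Tsci1 0.7% in CB.2 and 0.7% in CB.3, against 5.99% and 6.33% here; the limits for Zrsr1 include the paper's values, so no difference is shown, and Tsci1 differs with both strands, duplicates counted once and scaled shares.

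The paper's Table 2 marks Dlk1 as paternal, though the percents in its own row are maternal. Its reads here were 93.1% to 99.5% maternal, so the measured shares do not differ. Of 28 placed genes of Table 2 the side was that marked in the table for 27 in CB.2, CB.3 and BC.2 and for 26 in BC.3. Dlk1 is the exception in each line and Usp29 a further one in BC.3. The paper's text puts Tsci4 between Dlk1 and Meg3, while the coordinates of its Table 3 put Tsci5 there and Tsci4 7550 bp from Smoc1. The text names Peg2 among variable genes of Table 2, which does not list it. The paper describes Wt1 as neutral between alleles, and here it was called strain-biased with the block. It describes Pon2, Klf14, Atp10a and Art5 as strain-biased, and limma called Pon2 alone, 3 of the 4 when adjusted over the list alone and 3 with the block, without Klf14.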

Other observations

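The windows of 10000 bp and the counts over X-linked genes are tests of which the windows were chosen only after the results were seen. H13, the host gene of the paternally expressed Mcts2, had a maternal bias in its downstream part: on chromosome 2 from 152530001 to 152540000 on the plus strand the maternal share was 64.9%, 65.7%, 72.0% and 69.3% in CB.2, CB.3, BC.2 and BC.3, and the window was called (log2 ratios of 1.09 in CB.x and 1.10 in BC.x). The region of AK076687 called as paternal reached from 10220001 to 10290000 of the same chromosome, beyond the annotated span of Gm13261. Beside Grb10, 2 windows of chromosome 11 from 11960001 to 11980000 on the plus strand, with no annotated gene (Grb10as was not placed), were maternal at 87.6%, 97.0%, 87.1% and 92.1% over 63 to 89 reads, on the chromosome with a median Cast share of 63.6% in BC.3. Opposite the 3' end of Igf2r, on chromosome 17 from 12870001 to 12880000 on the plus strand, all 11, 17, 9 and 10 reads were maternal. The minus strand from 12870001 to 12960000, which holds Igf2r, was 98.4% to 98.8% maternal over 2684 to 4801 reads per line. Igf2r reads assigned to the wrong strand were therefore not told apart from a separate transcript. Upstream of Phf17, 3 windows of chromosome 3 from 41300001 to 41330000 on the minus strand were called with the line as a block and had maternal shares of 5.69%, 14.3%, 3.18% and 2.98%. Of 46269 windows, 29 were called maternal and 72 paternal, in 27 regions (40, 99 and 48 with the block, 15 of them outside the placed transcripts of Tables 2 and 3).

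Jpx and Ftx, noncoding genes beside Xist, were read from the paternal X in the 3 lines with Xist: the paternal share of Jpx was 45.5%, 34.9%, 0% and 43.7% and of Ftx 23.4%, 16.9%, 0.316% and 19.7% in CB.2, CB.3, BC.2 and BC.3. Of the listed escape genes, Kdm5c had 16.9%, 17.7%, 0.203% and 20.1%, Eif2s3x 21.6%, 25.3%, 0% and 27.1%, Utp14a 13.6%, 14.3%, 0.262% and 19.0%, Kdm6a 4.25%, 9.66%, 1.64% and 24.5%, Mid1 1.12%, 6.45%, 16.5% and 12.1%, Ddx3x 1.08%, 4.46%, 0% and 5.71% and Car5b 3.72%, 7.43%, 0% and 1.36%. A share of 0 in BC.2 allows up to 1.45% for Jpx, 0.946% for Eif2s3x, 1.05% for Ddx3x and 1.35% for Car5b. Over 396 X-linked units the paternal share without the Xist unit was 1.68%, 2.55%, 0.907% and 5.21% of the reads. It was 3.53%, 5.09%, 0.898% and 8.19% over 425 units with duplicates counted once. With both strands it was 17.2%, 16.8%, 1.29% and 14.1% over 419 units. That count gives reads of Xist to any unit overlapping it on the other strand. Its shares may therefore hold Xist reads and do not measure escape. These genes were not tested.

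Markers of the trophoblast stem state were expressed in all 4 lines, with medians over exons of 20.0, 29.7, 32.7 and 63.7 RPKM in CB.2, CB.3, BC.2 and BC.3, where Esrrb had 16.1, 29.6, 27.7 and 75.4 and Eomes 22.0, 35.7, 39.5 and 81.1. Markers of differentiated trophoblast had medians of 6.83, 5.00, 4.02 and 1.22, with Tpbpa at 2.85, 0.446, 0.841 and 0. The members of this list were uneven and did not all follow its medians: Hand1 stood at 373, 332, 646 and 606. Feeder fibroblast markers had medians of 0.269, 0.366, 0.170 and 0.0999; Vim had 0.692, 1.46, 1.09 and 11.3, and Dcn and Lum had no read. Other lineages had 0.214, 0.469, 0.235 and 0.483, with Pou5f1 at 0.0194, 0.0788, 0.0279 and 0.0715. At least 1 RPKM in every line was reached by 13 of 13 stem, 5 of 9 differentiated, 1 of 10 feeder and 2 of 6 other markers, and 1 marker (Ascl2) also stands in Table 2.

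Among the stem markers, Tfap2c was strain-biased toward B6, with maternal shares of 34.1% ± 0.275 (SD, n = 2 lines) in CB.x and 69.4% ± 1.56 (SD, n = 2 lines) in BC.x (adjusted p = 0.0385 in CB.x and 0.0145 in BC.x, limma). No stem marker was PO-biased in limma (0 at an unadjusted p of at most 0.05, and 0 with the block and 0 by the quasi-binomial test); 1 of 13 was strain-biased, 3 when adjusted over the list alone (with Gata3 and Ets2), 5 with the block and 7 by the quasi-binomial test. Of 5 differentiated markers tested limma called 0 (0 at an unadjusted p), and with the block Ascl2 as maternal and Syna as strain-biased, as did the quasi-binomial test. Of 3 feeder and 3 other markers tested limma called 0 and 0 (0 and 0 at an unadjusted p). Thy1 was strain-biased with the block when adjusted over the list alone, and in the quasi-binomial test over all units. Table 2 marks Dlk1 as paternal, against its own percents, and Igf2 as without a significant bias. Of Dlk1 and Igf2, 0 were called by limma over all units (1 at an unadjusted p, and 0 with the block). Dlk1 was called as maternal by the quasi-binomial test and when adjusted over the list alone.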
